# Therapeutic Potential of miR-4711-5p in Pancreatic Cancer: Antitumor Activity and Mechanistic Insights

**DOI:** 10.3390/cancers18071104

**Published:** 2026-03-29

**Authors:** Yuhki Yokoyama, Yoshihiro Morimoto, Hiroyuki Yamamoto, Shihori Kouda, Shiho Kawanami, Ruijia Yang, Yingjue Zhang, Manami Tsujimoto, Nanami Nagata, Yuki Shimomura, Kana Nishida, Tsuyoshi Hata, Akira Inoue, Satoshi Shibata, Hirofumi Yamamoto, Masaki Mori

**Keywords:** pancreatic cancer, miR-4711-5p, cancer stem cells, safety evaluation, primate

## Abstract

**Background/Aim:** Pancreatic cancer remains one of the most lethal malignancies, with limited therapeutic options and an extremely poor prognosis. MicroRNAs (miRNAs), which regulate gene expression at the post-transcriptional level, have emerged as promising candidates for next-generation cancer therapeutics. The purpose of this study is to clarify the feasibility of miR-4711 as a potential therapeutic option against pancreatic cancer. **Materials and Methods:** The effects of miR-4711-5p were examined in pancreatic cancer cell lines with respect to cell proliferation, apoptosis, cancer stemness, cell cycle progression, and invasive capacity. RNA sequencing and in silico analyses were performed to identify potential target genes of miR-4711-5p. For in vivo safety evaluation, miR-4711-5p was formulated with super carbonate apatite, a delivery vehicle that is already amenable to large-scale production, and administered to cynomolgus monkeys. A nucleic acid dose equivalent to 10 times the effective dose observed in prior mouse efficacy studies was used. General clinical conditions, body weight, food consumption, ophthalmologic findings, electrocardiography, blood pressure, hematological and biochemical parameters, and histopathological changes were systematically assessed. **Results:** miR-4711-5p significantly suppressed cancer stemness, cell proliferation, and invasion, while inducing apoptosis and delaying cell cycle progression in pancreatic cancer cells. RNA sequencing and bioinformatic analyses identified *MET*, *CTSA*, and *ANO1* as potential target genes of miR-4711-5p. In the cynomolgus monkey study, administration of miR-4711-5p formulated with super carbonate apatite resulted in no apparent differences compared with the control group in body weight, clinical observations, laboratory parameters, or histopathological findings, indicating the absence of treatment-related adverse effects even at a supra-therapeutic dose. **Conclusions:** These findings demonstrate that miR-4711-5p exerts potent antitumor effects against pancreatic cancer cells while exhibiting a favorable safety profile in a non-human primate model. Collectively, this study provides strong preclinical evidence supporting miR-4711-5p as a novel and safe therapeutic strategy for pancreatic cancer and represents an important step toward clinical application.

## Simple Summary

Pancreatic cancer remains one of the most lethal malignancies, with limited therapeutic options and an extremely poor prognosis. MicroRNAs have emerged as promising candidates for next-generation cancer therapeutics. Here, we investigated the antitumor effects of miR-4711-5p in pancreatic cancer cells and evaluated its preclinical safety using a scalable nucleic acid delivery system in a non-human primate model. We showed that miR-4711-5p suppressed cancer stemness, cell proliferation, and invasion, while inducing apoptosis and delaying cell cycle progression in pancreatic cancer cells. We identified *MET*, *CTSA*, and *ANO1* as potential target genes of miR-4711-5p. Furthermore, the administration of miR-4711-5p formulated with super carbonate apatite (sCA) did not show any apparent treatment-related adverse effects even at a supra-therapeutic dose in the cynomolgus monkey study. This study provides strong preclinical evidence supporting miR-4711-5p as a novel and safe therapeutic strategy for pancreatic cancer and represents an important step toward clinical application.

## 1. Introduction

Pancreatic cancer is a highly malignant neoplasm and is responsible for 467,005 cancer deaths annually, ranking sixth in mortality worldwide in 2022 [1]. For resectable pancreatic cancer, the standard first-line approach is curative surgical resection followed by adjuvant therapy. Among adjuvant regimens, modified FOLFIRINOX provides the greatest survival benefit in fit patients. For unresectable cases, standard chemotherapy consists of nab-paclitaxel and gemcitabine or the FOLFIRINOX combination approach, along with Poly ADP-ribose polymerase (PARP) inhibitors, is conducted [2]. However, these treatments have only shown minimal efficacy, and pancreatic cancer continues to have a poor prognosis, with a very low 5-year survival rate. Therefore, the development of novel and effective therapeutic strategies for pancreatic cancer remains an urgent unmet need.

The concept of cancer stem cells (CSCs) has been the focus of attempts to elaborate cancer cells in recent years. Their characteristics of self-renewal, multipotency, tumorigenic potential, and resistance to therapy are considered to be the cause of recurrence and metastasis; therefore, targeting CSCs may lead to a radical cure for cancer [3,4]. In pancreatic cancer, various molecules are considered CSC markers, including CD133, CD44, CD24, and ALDH [5]. KLF5 is one of the zinc finger transcription factors belonging to the Kruppel-like factor (KLF) family of proteins. The KLF family regulates gene expression by binding zinc finger domains to GC-rich sites in promoter and enhancer regions [6]. KLF5 is required for stemness in Embryonic Stem (ES) cells and may be a factor in the generation of induced pluripotent stem (iPS) cells [7]. KLF5 is also thought to play an oncogenic role in breast, bladder, lung, stomach, and colon cancer by promoting cell proliferation [8]. It is shown that KLF5 is highly expressed in colorectal cancer cells and associated with cancer stemness [9,10]. In pancreatic cancer, KLF5 has been reported to be upregulated and is associated with poor prognosis and tumorigenesis. Furthermore, its overexpression correlates with G1/S cell cycle progression [11,12].

We previously showed that miR-4711-5p directly targets *KLF5* mRNA and suppresses cancer stemness, cell proliferation, migration, and invasion activity in colorectal cancer cells. Furthermore, miR-4711-5p targets *TFDP1* and *MDM2* mRNA, which may contribute to the induction of G1 arrest and apoptosis [13]. Although these findings highlighted the therapeutic potential of miR-4711-5p, its relevance in pancreatic cancer and its translational applicability have not been fully elucidated. To our knowledge, there are no previous reports demonstrating the direct therapeutic potential of miR-4711-5p in pancreatic cancer. In addition to previously identified targets, this study also aims to explore novel downstream targets of miR-4711-5p that may contribute to its antitumor effects.

Importantly, while our previous study demonstrated the antitumor efficacy and lack of significant toxicity of miR-4711-5p in mouse models, its safety profile in higher-order species remains unknown. Therefore, as a step toward clinical translation, we conducted a pilot preclinical safety assessment using non-human primates. This approach provides critical insights into the feasibility and safety of miR-4711-5p for future therapeutic applications.

The purpose of this study is to clarify the feasibility of miR-4711 as a potential therapeutic option against pancreatic cancer.

## 2. Materials and Methods

### 2.1. Cell Culture

All cells were obtained from the American Type Culture Collection (ATCC). Human pancreatic cancer cell lines SUIT-2 and BxPC-3 were cultured as previously described [14].

### 2.2. Transfection of miRNA

Transfection of miRNA was performed as previously described [14]. All miRNAs used in this study were obtained from GeneDesign, Inc. (Osaka, Japan):

miR-4711-5p, S: 5′-UGCAUCAGGCCAGAAGACAUGAG-3′

AS: 5′-CUCAUGUCUUCUGGCCUGAUGCA-3′

Negative control RNA (NC), S: 5′-AUCCGCGCGAUAGUACGUA-3′

AS: 5′-UACGUACUAUCGCGCGGAU-3′

Negative control RNA 2 (NC2) was purchased from Sigma Aldrich (St. Louis, MO, USA) (MISSION^®^ siRNA Universal Negative Control #1).

### 2.3. Western Blotting

Western blotting was performed as previously described [15]. The primary antibodies used in this study were anti-β-actin antibody (1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-KLF5 antibody (1:200, R&D SYSTEMS, Minneapolis, MN, USA), and anti-TFDP1 antibody (1:100, Thermo Fisher Scientific, Inc., Waltham, MA, USA). Bands were detected by the ImageQuant LAS 4000mini (GE Healthcare, Chicago, IL, USA).

### 2.4. Quantitative RT-PCR

Cells were lysed in TRIzol reagent (Thermo Fisher Scientific, Inc.) and total RNA extracted by following the standard protocol. Complementary DNA was generated from RNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Inc.). We performed qPCR using the LightCycler 480 System II (Roche Diagnostics, Rotkreuz, Switzerland). Relative expression was quantified using the ΔΔCt method [16]. Each value was normalized to GAPDH expression. The primer sequences are listed in Supplementary Table S1.

### 2.5. Water-Soluble Tetrazolium (WST) Assay

Cell proliferation was assessed by the WST-1 assay as previously described [14]. A total of 3.0–4.0 × 10^3^ cells were plated in 96-well plates and treated with miRNA. We added 10 μL of Cell Counting Kit solution (Dojindo Molecular Technologies, Inc., Kumamoto, Japan) to each well 24, 48, and 72 h after transfection.

### 2.6. Matrigel Invasion Assay

Matrigel invasion assay was performed as previously described [14]. SUIT-2, or BxPC-3 cells, were seeded into the upper chambers at a density of 7.5 × 10^4^ cells per chamber in the appropriate medium containing 0.1% bovine serum albumin. Medium containing 10% FBS was added to the lower wells. Cells were transfected with the miRNAs and incubated at 37 °C after transfection. After incubation for 48 or 72 h, invaded cells were fixed and stained with hematoxylin.

### 2.7. Bromodeoxyuridine (BrdU) Proliferation Assay

BrdU proliferation assay was performed as previously described [15]. A total of 3.0 × 10^4^ cells were plated in a 96-well plate and treated with miRNAs. Cells were cultured with BrdU labeling reagent for 3 h at 37 °C, incubated with anti-BrdU monoclonal antibody for 1 h at room temperature, and then incubated with HRP-conjugated secondary antibody for 1 h at room temperature. After the addition of the substrate reagent, the absorbance in each well was measured.

### 2.8. Annexin V Assay

Annexin V assay was performed as previously described [14]. A total of 2.0 × 10^5^ cells were plated and treated with miRNAs. The population of apoptotic cells was assessed by flow cytometry using Spectral Analyzer SA3800 (Sony Biotechnology, Inc., San Jose, CA, USA). Annexin V-positive and Propidium iodide (PI)-negative cells were defined as early apoptosis. Annexin V-positive and PI-positive cells were defined as late apoptosis.

### 2.9. Sphere Formation Assay

The sphere formation assay was performed as previously described [13]. SUIT-2 or BxPC-3 cells were seeded in 96-well ultralow-attachment plates (Corning Inc., Corning, NY, USA) at a density of 1000 or 5000 cells per well, respectively. Cells were treated with miRNA simultaneously. We counted the number of spheres ≥40 μm 4 days after seeding or ≥80 μm 7 days after seeding for BxPC-3 and SUIT-2 cells, respectively.

### 2.10. Production of Super Carbonate Apatite (sCA)

After adding 40 mL of CaCl_2_ solution containing 120 mg of miR-4711-5p to 10 L of inorganic solution (44 mM NaHCO_3_; 0.9 mM NaH_2_PO_4_; 1.8 mM CaCl_2_, pH 7.5) pre-warmed to 37 degrees, it was incubated for 7 min, and the reaction was stopped with 5 L stop solution (0.3% carmellose). The solution was centrifuged at 12,000 rpm for 5 min. The precipitate was suspended in injectable water to reach the concentration required for toxicity experiments.

### 2.11. Non-Human Primate Safety Evaluation

A single-dose intravenous toxicity study was conducted in male cynomolgus monkeys (*Macaca fascicularis*). Six quarantine-cleared animals were initially received, and a 14-day acclimatization period was conducted prior to group allocation. During acclimatization, general clinical observations were performed once daily. Animals were habituated to the dosing procedure by restraint on Days −6, −4, and −2. Four animals that met predefined health criteria were allocated to the study groups (body weight at group allocation: 3.91–4.10 kg). No animals were excluded after group allocation.

Animals were housed two per cage in stainless steel cages under controlled environmental conditions (temperature 24.9–28.1 °C; relative humidity 43–76%; 12-h light/dark cycle). Animals were provided with a standard primate diet (Purina Mills, Gray Summit, MO, USA) and had free access to water. Environmental enrichment, including toys and fruit supplements, was provided. The experimental unit was a single animal.

Animals were allocated to two groups (*n* = 2 per group): a control group receiving nucleic acid–free super carbonate apatite (sCA) and a treatment group receiving miR-4711-5p formulated with sCA at 7.5 mg/kg (as nucleic acid content). This concentration is calculated based on human equivalent dose (HED) [17] and is estimated to be 10 times higher than the standard therapeutic dose for humans. Randomization and blinding were not performed. The dosing solution was administered intravenously via the cephalic vein at an infusion rate of 1 mL/min (injection volume 1.67 mL/kg).

The sample size was determined based on an exploratory pilot toxicology design. No formal a priori sample size calculation was performed.

General clinical observations were conducted during the acclimatization and post-dose periods. Body weight was measured at the start and end of acclimatization, prior to dosing, on Days 3 and 6 post-dosing, and at necropsy. Food consumption was recorded daily from Day −7. Ophthalmological examinations were performed on Day −4 and Day 3. Electrocardiography and blood pressure measurements were conducted on Day −6 and Day 3. Blood samples for hematology, coagulation, and serum biochemistry were collected on Day −6 and Day 3.

All animals were necropsied on the day following completion of the observation period. Animals were anesthetized by intramuscular administration of ketamine (Ketalar, 50 mg/mL, 0.3 mL/kg; Daiichi Sankyo Propharma Co., Ltd., Tokyo, Japan) in combination with medetomidine hydrochloride (Domitor, 1 mg/mL, 0.08 mL/kg; Orion Corporation, Espoo, Finland), followed by exsanguination. A full macroscopic examination was performed. Absolute organ weights were measured and relative organ weights were calculated. Organs and tissues were fixed in 10% neutral-buffered formalin, processed, and stained with hematoxylin and eosin for histopathological evaluation.

### 2.12. RNA Sequencing

We performed RNA sequencing as described previously [18]. The library was prepared using a TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA). Sequencing was performed using the Illumina HiSeq 2500 platform in 75-base single-end mode. Illumina Casava 1.8.2 software was used for base calling, and the sequenced reads were mapped to human reference genome sequences (hg19) using TopHat version 2.0.13 combined with Bowtie2 version 2.2.3 and SAMtools version 0.1.19. We calculated the fragments per kilobase of exon per million mapped fragments (FPKM) using Cuffnorm version 2.2.1.

### 2.13. Data Analysis

Data analysis was performed using Kaplan–Meier Plotter (“https://kmplot.com/analysis/index.php?p=service&cancer=pancancer_rnaseq (accessed on 25 February 2026)”), TargetScan (“http://www.targetscan.org/ (accessed on 25 February 2026)”), miRBase (“http://www.mirbase.org/ (accessed on 25 February 2026)”), iDEP (“http://bioinformatics.sdstate.edu/idep/ (accessed on 25 February 2026)”), and Cancer Cell Line Encyclopedia (CCLE; “https://sites.broadinstitute.org/ccle/ (accessed on 25 February 2026)”).

### 2.14. Statistical Analysis

All data are given as means ± standard deviations. Student’s *t* test and Mann–Whitney U test were used to calculate the statistical significance. *p* < 0.05 was considered significant.

## 3. Results

### 3.1. miR-4711-5p Suppresses KLF5 Expression and Cancer Stemness in Pancreatic Cancer Cells

We previously reported that miR-4711-5p exhibits antitumor effects in colorectal cancer cells by regulating cancer stemness and the cell cycle, and identified KLF5 as a direct target of miR-4711-5p [13]. Therefore, we investigated whether miR-4711-5p treatment affects KLF5 expression and cancer stemness in pancreatic cancer cell lines.

According to publicly available Kaplan–Meier Plotter analysis of 177 cases, high KLF5 expression was significantly associated with poorer overall survival in patients with pancreatic cancer, supporting its oncogenic role (Supplementary Figure S1). Based on CCLE database analysis, we selected the SUIT-2 and BxPC-3 cell lines for the experiments because they showed higher *KLF5* mRNA expression than Panc-1 cells (Supplementary Figure S2). MiR-4711-5p treatment suppressed *KLF5* mRNA and protein expression in pancreatic cancer cells, similar to the results observed in colorectal cancer cells (Figure 1A,B). Furthermore, miR-4711-5p treatment decreased the expression of cancer stem cell (CSC) markers such as *CD133*, *CD44*, *CD24*, and *ALDH1A1*, and suppressed sphere-forming ability in pancreatic cancer cells (Figure 1C,D).

### 3.2. miR-4711-5p Suppresses Cell Proliferation and Cell Cycle Progression by Decreasing the Expression of TFDP1 and Pre-Replication Complex Genes in Pancreatic Cancer Cells

As we previously showed that TFDP1 is a direct target of miR-4711-5p, and miR-4711-5p treatment decreased the expression of pre-replication complex genes in colorectal cancer cells [13], we examined the effect of miR-4711-5p treatment on cell proliferation and cell cycle progression in pancreatic cancer cells. MiR-4711-5p treatment suppressed cell proliferation and BrdU incorporation (Figure 2A,B) and decreased TFDP1 and pre-replication complex genes in the pancreatic cancer cells (Figure 2C,D). These results suggest that miR-4711-5p treatment prevented the cell cycle transition from G1 to S phase by decreasing the expression of TFDP1 and pre-replication complex genes.

### 3.3. miR-4711-5p Induces Apoptosis and Suppresses Invasion of Pancreatic Cancer Cells

Next, we investigated the effects of miR-4711-5p treatment on apoptosis and invasiveness of pancreatic cancer cells. The apoptosis assay demonstrated that treatment with miR-4711-5p induced apoptosis, while the Matrigel invasion assay showed that it markedly suppressed invasive activity in both SUIT-2 and BxPC-3 cell lines. (Figure 3A,B).

### 3.4. MET, CTSA, and ANO1 Genes Are Potential Targets of miR-4711-5p

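RNA was sequenced from BxPC-3 cells, an established human pancreatic cancer cell line, in 3 groups of 2 libraries each. The groups were parent cells without transfection, cells transfected with a negative control duplex (NC), and cells transfected with miR-4711-5p, all at 36 h. The authors mapped the reads to hg19 with TopHat and calculated FPKM with Cuffnorm, a value that divides the fragments assigned to a gene by its exon length and by the size of the library. The deposited values are FPKM for 26255 gene symbols in each library, and not read counts. They summed to 550772 and 543074 in the parent libraries, to 515688 and 515348 in the NC libraries, and to 493145 and 499659 in the miR-4711-5p libraries. FPKM does not keep the number of reads, so the depth of each library in reads is unknown. The steps between the lowest values give a rough relative depth: against the parent 1 library, it was 0.871 for parent 2, 0.753 and 0.859 for the NC libraries, and 1.08 and 1.21 for the miR-4711-5p libraries. Genes with a value above 0 numbered from 16597 to 16808 in the 4 control libraries and were 17146 and 17305 with miR-4711-5p.

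The 12040 genes with a mean of at least 1 FPKM over the 6 libraries were tested with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes on this scale understate the change of genes with low FPKM. Between miR-4711-5p and parent, 2255 genes were higher and 2975 lower with miR-4711-5p. Between miR-4711-5p and NC, 2214 genes were higher and 2549 lower. NC itself differed from parent in 3279 genes, of which 1456 were higher and 1823 lower. The alternative that moved these counts most was an additional requirement of a 1.5-fold change, which left 1112, 976 and 298 genes in the same order of comparisons. The split by direction depended on the scale of the libraries. After rescaling by median-of-ratios factors, 3041 genes were higher and 2276 lower with miR-4711-5p than in parent, and 1995 were higher and 1202 lower in NC than in parent. An exact permutation test of 2 libraries against 2 cannot give a p-value below 0.333, so every p-value for a single gene rests on the spread that limma shares across genes. Neither the paper nor the sample labels state whether the 2 libraries of a group came from separate cultures. If they did not, the SDs and p-values given here leave out the spread between cultures.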

To identify novel potential targets of miR-4711-5p, we performed RNA sequencing and compared gene expression profiles between control and miR-4711-5p–treated BxPC-3 cells 36 h after transfection. 

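The average FPKM of the parent libraries was over 10 for 6606 genes. For 243 of them it was more than 1.75 times the average of the miR-4711-5p libraries. Limma placed 231 of the 243 past its threshold against parent and 226 past it, and lower, against NC. With each parent or miR-4711-5p library left out in turn, between 233 and 256 genes met the same limits. The limit of the ratio moved the number most: 492 genes had a ratio over 1.5 and 143 had a ratio over 2. After median-of-ratios rescaling, 190 genes passed. With NC as the reference in place of parent, 234 genes passed, of which 157 were among the 243. When the ratio was required against both references, 159 of the 243 passed. In 10 simulations with groups of the same size and spread, at most 12 unchanged genes passed against parent and at most 6 against both references.

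The presence of a seed site was searched in the sequence of the longest annotated 3′ UTR of each gene (GENCODE annotation on GRCh37) and not with TargetScan, so conservation and site context play no part. Positions 2 to 8 of the sense strand, 5′-UGCAUCAGGCCAGAAGACAUGAG-3′, pair with CTGATGC (a 7mer-m8 site). The 7mer-A1 site is TGATGCA, and CTGATGCA (the 8mer site) holds both. Of the 228 genes past the FPKM and ratio limits whose symbol matched the annotation, 97 (42.5%) had at least 1 of these sites. Among the other genes over 10 FPKM in parent cells the share was 15.9% (odds ratio 3.90, Fisher's exact test, two-sided, p = 1.19e-20). Genes that rose by the same ratio showed no such excess: 14 of 87 (16.1%) had a site. When only the 8mer was counted, the most restrictive alternative, 34 of the genes past the limits had a site, and when any annotated 3′ UTR of a gene was searched, 103 did.

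Over all genes tested, the 2054 genes with a site had a median log2 fold change of -0.08 against parent, and the 9118 genes with a 3′ UTR and no site had a median of -0.01 (camera, a set test of limma, adjusted p = 0.0134). The median was -0.13 for the 403 genes with an 8mer, -0.09 for the 919 genes whose best site was a 7mer-m8, and -0.03 for the 732 genes with a 7mer-A1 only. Against NC, the medians were -0.11 with a site and 0.02 without (adjusted p = 3.01e-06). Part of this came from NC itself, where the medians against parent were 0.04 with a site and -0.03 without. The shift against parent did not pass the threshold when camera estimated the correlation between genes (adjusted p = 0.0510), and it passed under fry, a rotation test (adjusted p = 0.000187).

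**Figure D1:**
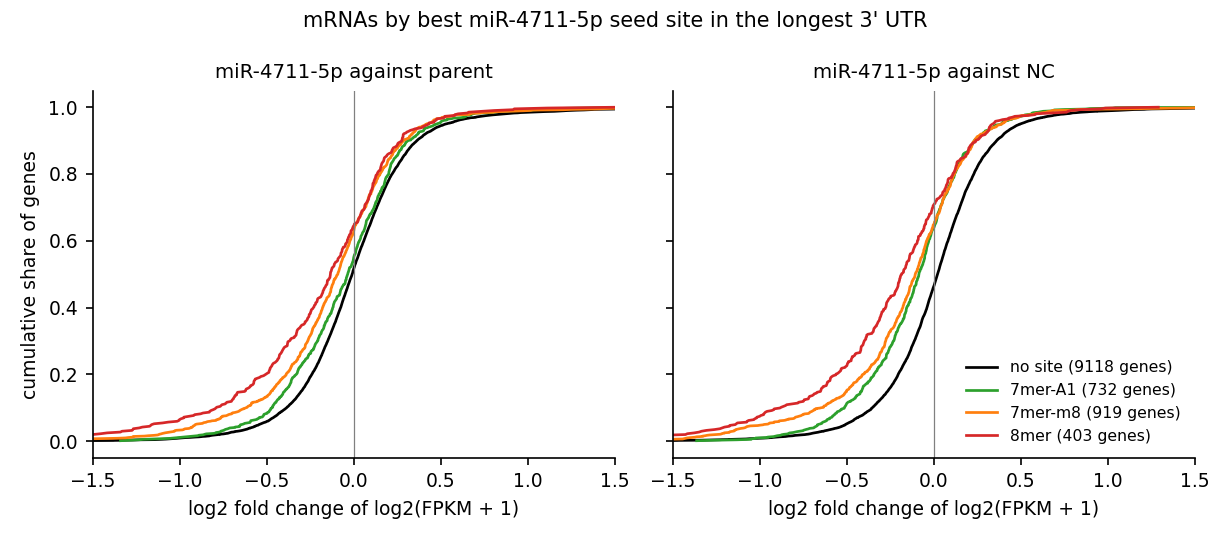
Cumulative share of genes (y axis) by log2 fold change on the log2(FPKM + 1) scale (x axis), against parent on the left and against NC on the right, for genes grouped by their best seed site in the longest 3′ UTR. The curve of the 403 genes with an 8mer lies to the left of the curve of the 9118 genes without a site, with medians of -0.13 and -0.01 against parent, and the curves of the 7mer sites lie between them.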

We analyzed the RNA sequencing data (Supplementary Figure S3) and performed in silico analysis with TargetScan to select the potential target genes that met the following criteria: expression decreased >1.75-fold with miR-4711-5p treatment, average FPKM of parent sample > 10, and the mRNA possessed the binding site of the miR-4711-5p seed sequence. 

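KLF5, a Krüppel-like transcription factor, had an average of 119 ± 7.14 FPKM (SD, n = 2 libraries) in parent cells, 117 ± 4.06 in NC cells and 63.0 ± 5.34 in miR-4711-5p-treated cells. The ratio of averages, written as a negative number for a decrease, was -1.89 against parent, and the log2 fold change was -0.91 (standard error 0.07, limma adjusted p = 8.46e-05). TFDP1, the dimerization partner of E2F factors, had 46.7 ± 2.75 FPKM in parent, 41.4 ± 3.77 in NC and 20.2 ± 0.477 with miR-4711-5p (SD, n = 2 each). Its fold change was -2.31 and its log2 fold change -1.17 (standard error 0.07, limma adjusted p = 3.26e-05). The annotation lists pseudogenes of TFDP1, and any reads shared with them were not measured.

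MET, the receptor of hepatocyte growth factor, went from 116 ± 0.890 FPKM in parent and 113 ± 3.21 in NC to 55.1 ± 0.0571 (SD, n = 2 each). The fold change against parent was -2.11, with a log2 fold change of -1.06 (standard error 0.04, limma adjusted p = 5.60e-06). CTSA, a lysosomal protease, had 89.9 ± 2.77 FPKM in parent, 105 ± 3.15 in NC and 36.9 ± 0.111 with miR-4711-5p, a fold change of -2.44 and a log2 fold change of -1.26 (standard error 0.05, limma adjusted p = 4.73e-06). ANO1, a calcium-activated chloride channel, had 101 ± 1.53, 83.4 ± 1.34 and 45.8 ± 0.226 FPKM in the same order. Its fold change was -2.21 and its log2 fold change -1.13 (standard error 0.04, limma adjusted p = 4.73e-06).

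In each of the 5 genes, both miR-4711-5p libraries were below all 4 control libraries. NC moved CTSA and ANO1 in opposite directions against parent, by 1.17-fold and -1.21-fold (limma adjusted p = 0.0132 and 0.00470), so the choice of reference changed their fold changes most, to -2.85 for CTSA and -1.82 for ANO1 against NC. The 5 genes stayed past 1.75-fold against both references, after median-of-ratios rescaling, and against parent with each library left out in turn, where the smallest of the fold changes was -1.79, for KLF5. By size of the decrease among the 6606 genes over 10 FPKM in parent cells, CTSA was in place 60, TFDP1 in 71, ANO1 in 89, MET in 115 and KLF5 in 172.

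**Figure D2:**
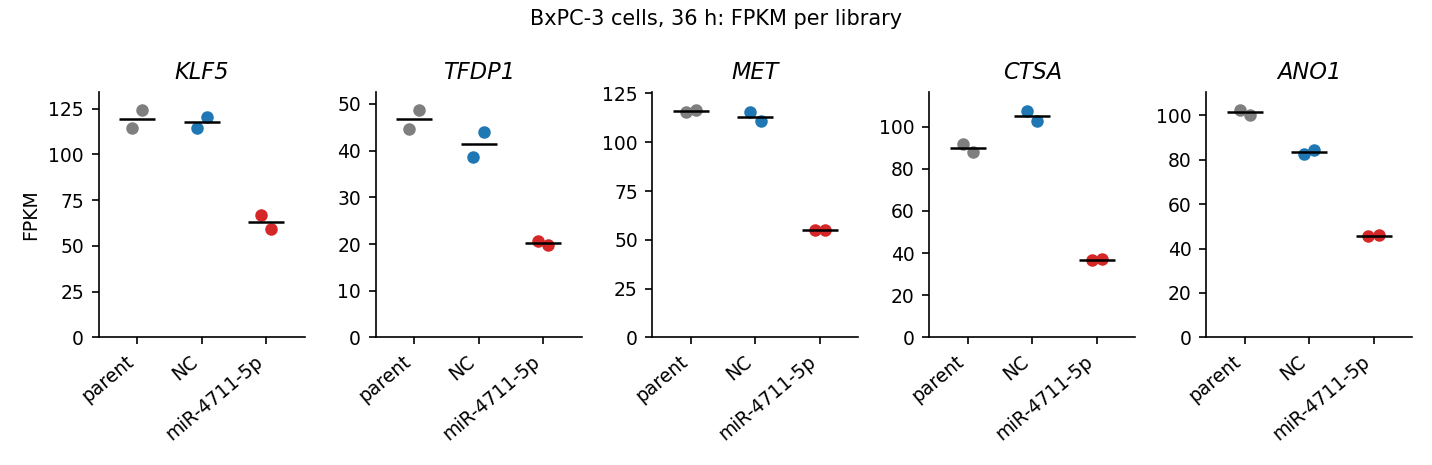
FPKM (y axis, from 0) of KLF5, TFDP1, MET, CTSA and ANO1 in each library of parent, NC and miR-4711-5p-treated BxPC-3 cells (points, n = 2 per group), with group means as horizontal lines. In each panel both miR-4711-5p points lie below the 4 control points, as for MET with means of 116, 113 and 55.1 FPKM.

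In the canonical transcript of KLF5 (chromosome 13, 73629114 to 73651679 on GRCh37, plus strand), the 3′ UTR of 1652 nt holds a pair of 7mer-A1 sites at 73650956 to 73650962, in the context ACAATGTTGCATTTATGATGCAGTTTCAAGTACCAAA, and at 73650990 to 73650996, and a 7mer-m8 site at 73651225 to 73651231, in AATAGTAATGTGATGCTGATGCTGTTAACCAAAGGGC. The 3′ UTR of TFDP1 (chromosome 13, 114239036 to 114295788, plus strand), 1206 nt long, holds an 8mer at 114294787 to 114294794, in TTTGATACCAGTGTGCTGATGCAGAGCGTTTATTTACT, and a 7mer-m8 site at 114294959 to 114294965, in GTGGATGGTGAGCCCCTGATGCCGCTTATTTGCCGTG. MET (chromosome 7, 116312250 to 116438431, plus strand) has a 7mer-A1 site at 116438424 to 116438430, which starts at position 2246 of a 3′ UTR of 2253 nt and so lies at the annotated end of the transcript. Its context in the genome is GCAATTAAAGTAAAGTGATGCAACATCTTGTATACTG.

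CTSA (chromosome 20, 44518783 to 44527588, plus strand) has an 8mer at 44527115 to 44527122, in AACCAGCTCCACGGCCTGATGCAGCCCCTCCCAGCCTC, where 11 bases pair with the 5′ end of the sense strand without a gap, the adenosine opposite position 1 included. A 7mer-A1 site lies at 44527344 to 44527350. Both are in 8 of its 9 annotated coding transcripts, the canonical one with a 3′ UTR of 370 nt among them, but not in the transcript with the longest 3′ UTR (573 nt), so CTSA is among the 103 genes with a site in any annotated 3′ UTR and not among the 97. ANO1 (chromosome 11, 69832013 to 70035636, plus strand) has a 7mer-m8 site at 70035450 to 70035456, in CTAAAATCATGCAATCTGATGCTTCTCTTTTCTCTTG, position 1340 of a 3′ UTR of 1526 nt that 2 of its 4 coding transcripts hold. A further 7mer-m8 site of ANO1 lies in the coding sequence at 69933883 to 69933889.

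**Figure D3:**
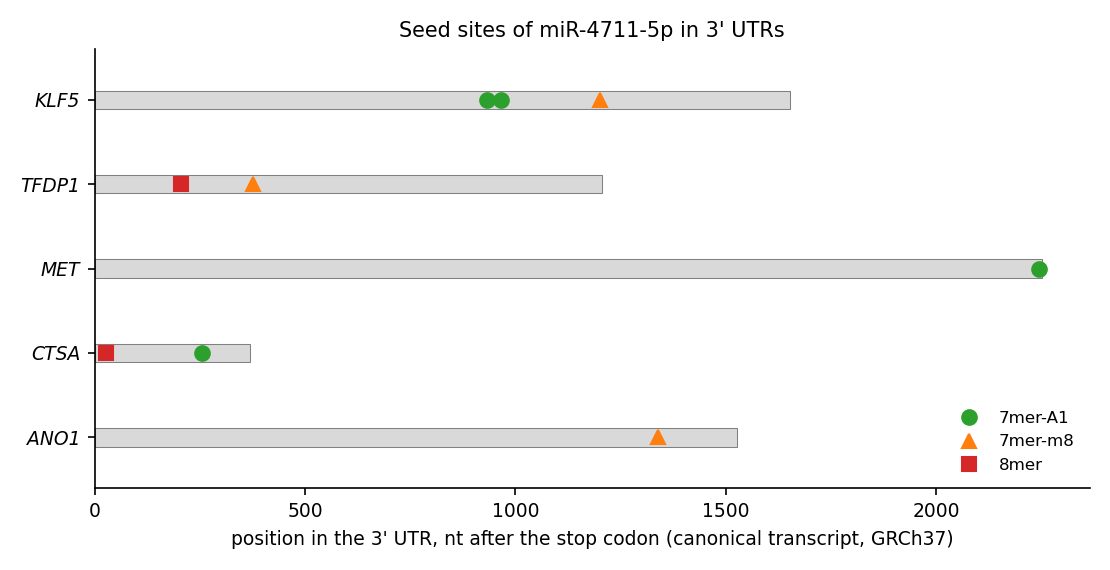
Seed sites of miR-4711-5p (symbols by type: 8mer, 7mer-m8, 7mer-A1) along the 3′ UTR of the canonical transcript of each gene (bars, to scale; x axis, nucleotides after the stop codon). CTSA has the shortest 3′ UTR (370 nt), with its 8mer at position 26, and the site of MET lies at position 2246 of 2253.

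From the fall of an mRNA by more than the set ratio, its level in parent cells and a predicted seed site, the paper reasons that KLF5 and TFDP1 met its criteria and that MET, CTSA and ANO1 were potential targets.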

We confirmed that *KLF5* and *TFDP1* satisfied these criteria, and we identified *MET*, *CTSA*, and *ANO1* as the potential target genes of miR-4711-5p (Supplementary Figure S3). We performed qPCR and found that miR-4711-5p treatment suppressed the expression of *MET*, *CTSA*, and *ANO1* in the pancreatic cancer cells (Figure 3C).

### 3.5. Safety Evaluation of miR-4711-5p in Cynomolgus Monkeys

By using the mouse model, we previously showed the systemic safety of miR-4711-5p formulated with sCA, which is a pH-sensitive delivery system for miRNA and siRNA with no significant immune activation [13,19]. As part of further research toward clinical application, a single-dose intravenous toxicity study was conducted in cynomolgus monkeys to assess the systemic safety of miR-4711-5p formulated with sCA. An overview of the study design and the time course of evaluations is shown in Figure 4A. No treatment-related changes in body weight were observed in the miR-4711-5p–treated group compared with the control group throughout the observation period (Figure 4B). Body weight remained stable in all animals from Day −1 to Day 6 following administration. Hematological parameters, including red and white blood cell counts, hemoglobin levels, platelet counts, and coagulation-related indices, showed no clinically relevant or treatment-related changes in the miR-4711-5p–treated animals compared with controls (Table 1). Similarly, blood biochemical analyses revealed no abnormalities attributable to the test article, and all measured parameters remained within physiological ranges (Table 1). Relative organ weights were comparable between the control and miR-4711-5p–treated groups, with no findings suggestive of treatment-related organ toxicity (Table 2). No mortality or abnormal clinical signs were observed in either group during the study period. Food consumption showed no changes considered to be related to miR-4711-5p administration. Ophthalmologic examinations revealed no abnormalities in any animal. Electrocardiographic parameters and blood pressure measurements showed no treatment-related changes. At necropsy, no gross pathological abnormalities were observed. Histopathological examination of major organs revealed no lesions or findings considered to be related to miR-4711-5p administration. Collectively, these results indicate that intravenous administration of miR-4711-5p formulated with sCA did not induce any detectable adverse effects in cynomolgus monkeys, even at a dose equivalent to 10-fold the effective dose used in prior mouse efficacy studies.

## 4. Discussion

MiRNAs are involved in post-transcriptional regulation of gene expression and have been studied extensively for cancer therapy because they can simultaneously regulate multiple target genes and exert antitumor effects through multimolecular regulatory mechanisms [20,21]. Consistent with our previous findings in colorectal cancer cells [13], miR-4711-5p suppressed *KLF5* expression at both the mRNA and protein levels in pancreatic cancer cells. In addition, miR-4711-5p treatment reduced the expression of cancer stem cell (CSC)–associated markers and suppressed sphere-forming ability. Although the role of *KLF5* in pancreatic cancer stemness has not been fully elucidated, our findings suggest that miR-4711-5p suppresses pancreatic cancer stemness through *KLF5* inhibition, similar to its effects in colorectal cancer.

We further demonstrated that miR-4711-5p suppressed cell proliferation and delayed cell cycle progression in pancreatic cancer cells through the downregulation of *TFDP1* and multiple genes involved in the pre-replication initiation complex. These results indicate that miR-4711-5p interferes with G1-to-S phase transition via *TFDP1* suppression, consistent with our previous observations in colorectal cancer cells [13]. We also previously showed that miR-4711-5p suppressed the expression of G1/S checkpoint components including CyclinD1, CDK2, 4, and 6 in colorectal cancer cells [13]. 

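CCND1, the gene of cyclin D1, had an average of 78.3 ± 2.69 FPKM in parent BxPC-3 cells, 77.0 ± 1.76 in NC cells and 58.2 ± 3.51 in miR-4711-5p-treated cells (SD, n = 2 each). The fold change was -1.35 against parent (limma adjusted p = 0.00100) and -1.32 against NC (limma adjusted p = 0.00144). CDK4 had 133 ± 1.26, 119 ± 1.58 and 102 ± 1.33 FPKM in the same order, with fold changes of -1.31 against parent (limma adjusted p = 0.000332) and -1.17 against NC (limma adjusted p = 0.00407). The difference between NC and parent for CDK4, -1.12, was itself past the threshold (limma adjusted p = 0.0252). The annotation lists a pseudogene of CDK4, and whether reads were shared with it was not measured.

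CDK2 was not called by limma, with averages of 46.8, 43.8 and 45.7 FPKM and an adjusted p of 0.607 against parent and 0.343 against NC. Its direction reversed with the reference, from a fold change of -1.02 against parent to 1.04 against NC. CDK6 was 1.51-fold higher with miR-4711-5p than in parent (limma adjusted p = 0.000725), but NC was also 1.47-fold higher than parent (limma adjusted p = 0.00309), and between miR-4711-5p and NC the fold change was 1.03 (limma adjusted p = 0.692).

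**Figure D4:**
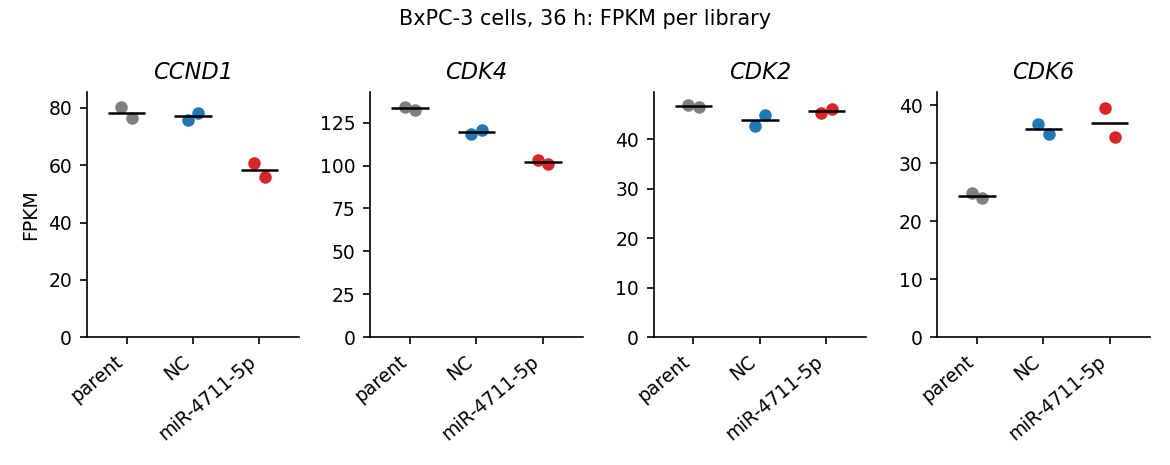
FPKM (y axis, from 0) of CCND1, CDK4, CDK2 and CDK6 in each library of parent, NC and miR-4711-5p-treated BxPC-3 cells (points, n = 2 per group), with group means as horizontal lines. The miR-4711-5p points of CCND1 and CDK4 lie below all control points, and the NC and miR-4711-5p points of CDK6, with means of 36.0 and 37.0 FPKM, lie together above parent at 24.5 FPKM.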

RNA-seq data showed that miR-4711-5p modestly suppressed the expression of CyclinD1 and CDK4 in BxPC-3 (Supplementary Figure S4). Although further detailed experiments are required, this may also be associated with cell cycle delay by miR-4711-5p treatment. Taken together, these findings suggest that miR-4711-5p exerts antitumor effects in pancreatic cancer by coordinately targeting cancer stemness and cell cycle–associated pathways.

Although this study was limited to two cell lines, we intend to advance our research toward clinical application by conducting future studies using other cell lines and clinical specimens (e.g., Patient-derived xenograft models).

One of the critical challenges in nucleic acid medicine is the development of a miRNA delivery system that ensures sufficient stability of therapeutic miRNAs while enabling efficient systemic distribution without inducing toxicity or off-target effects [22,23,24]. To address this issue, we developed a drug delivery system based on sCA, which enables more efficient delivery compared to other non-viral vectors, such as liposomes and atelocollagen [19]. We showed that sCA successfully delivered various nucleic acids or low molecular weight reagents in tumor or IBD (inflammatory bowel disease) model mice without apparent abnormalities in mice [15,18,25,26]. Furthermore, a previous study demonstrated that systemic administration of miR-4711-5p formulated with sCA suppressed the growth of established colorectal cancer xenografts in nude mice without significant adverse effects. These findings support the feasibility of miR-4711-5p–based therapy using an optimized delivery system. This DDS has been repeatedly described as a promising non-viral vector in review articles [27,28,29,30].

We newly identified some potential targets of miR-4711-5p and focused on *MET, CTSA*, and *ANO1. MET* encodes an HGF receptor and is a well-known oncogene. Overexpression of *MET* has been reported to be associated with poor prognosis in lung, breast, colon, gastric, and pancreatic cancers [31]. Activation of MET signaling triggers multiple downstream pathways, including the RAS/RAF/MEK/ERK and PI3K/AKT pathways, which promote cell proliferation and survival while suppressing apoptosis [32,33]. Through these mechanisms, aberrant MET signaling contributes to tumor progression and malignant phenotypes. Therefore, suppression of MET by miR-4711-5p may attenuate these oncogenic signaling pathways, leading to reduced proliferation and potentially promoting apoptotic responses in pancreatic cancer cells. *ANO1* is a Ca^2+^-activated Cl^−^ channel (CaCC) expressed in peripheral somatosensory neurons and activated by painful stimuli. In pancreatic cancer, high expression of the *ANO1* gene has been reported to be associated with poor prognosis [34,35]. ANO1 has also been implicated in cancer progression and has been reported to enhance tumor growth and invasiveness through activation of ERK and PI3K signaling pathways [36,37]. These observations suggest that simultaneous repression of MET and ANO1 by miR-4711-5p may cooperatively attenuate common proliferative and survival pathways. *CTSA* is a lysosomal protease that is highly expressed in cancer cells that have acquired metastatic potential and degrades basement membrane and extracellular matrix components. *CTSA* has been reported to promote epithelial–mesenchymal transition (EMT) in prostate cancer cell lines [38]. Cathepsins have been implicated in tumor invasion and metastasis through degradation of the extracellular matrix and remodeling of the tumor microenvironment [39]. Thus, downregulation of CTSA by miR-4711-5p may provide an additional mechanism contributing to the anti-tumor effects of miR-4711-5p, potentially through suppression of invasive phenotypes. Taken together, the down-regulation of these molecules could also be associated with antitumor effects of miR-4711-5p.

Importantly, we extended the preclinical evaluation of miR-4711-5p to a non-human primate model and demonstrated that a single intravenous administration of miR-4711-5p formulated with sCA did not induce treatment-related abnormalities in clinical observations, laboratory parameters, organ weights, or histopathological findings, even at a dose equivalent to 10-fold the effective dose used in mouse efficacy studies. A limitation of this study is that, due to the small sample size (*n* = 2), its statistical robustness is limited. This was attributed mainly to the high cost of monkeys, and instead, we administered a 10-fold higher dose of miR-4711-5p and tried to find out a subtle and ominous sign, if any. However, given the limited availability of non-human primate safety data for systemically administered miRNA therapeutics, these findings provide important preclinical safety information and represent a meaningful step toward the future clinical application of miRNA-based cancer therapies, although further studies with larger sample sizes will be required. Furthermore, the present study involved only in vitro experiments. Therefore, to validate these findings, future research will include in vivo experiments using pancreatic cancer mouse models to evaluate both the antitumor efficacy and in vivo biodistribution of miR-4711-5p formulated with sCA.

## 5. Conclusions

miR-4711-5p exhibits potent antitumor activity in pancreatic cancer cells by suppressing cancer stemness, inducing apoptosis, inhibiting cell cycle progression, and reducing invasive capacity through the regulation of multiple oncogenic pathways. Importantly, miR-4711-5p formulated with sCA showed a favorable safety profile in a non-human primate model, even at a supra-therapeutic dose. These findings support miR-4711-5p as a promising miRNA-based therapeutic candidate for pancreatic cancer.

## Figures and Tables

**Figure 1:**
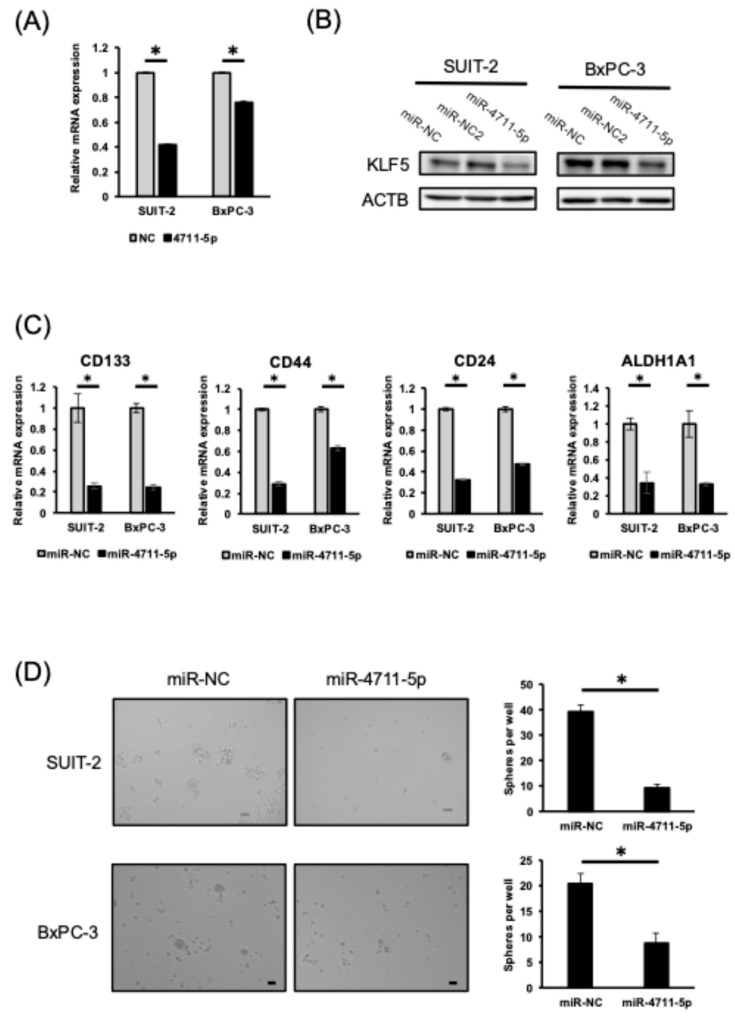
Effects of miR-4711-5p on KLF5 expression and stem cell properties in pancreatic cancer cell lines. (**A**,**B**) MiR-4711-5p treatment suppressed mRNA (**A**) and protein (**B**) expression of *KLF5* in SUIT-2 and BxPC-3 cells. (**C**) MiR-4711-5p treatment suppressed the expression of stem cell markers in pancreatic cells. (**D**) MiR-4711-5p treatment suppressed the sphere formation activity in pancreatic cells. Scale bar: 80 µm (SUIT-2) or 40 µm (BxPC-3). All experiments were performed in triplicate (*n* = 3, technical replicate for qPCR and sphere formation assay). All data are presented as the mean ± SD. * *p* < 0.01 (Student’s *t* test). Original western blots are presented in Figure S5.

**Figure 2:**
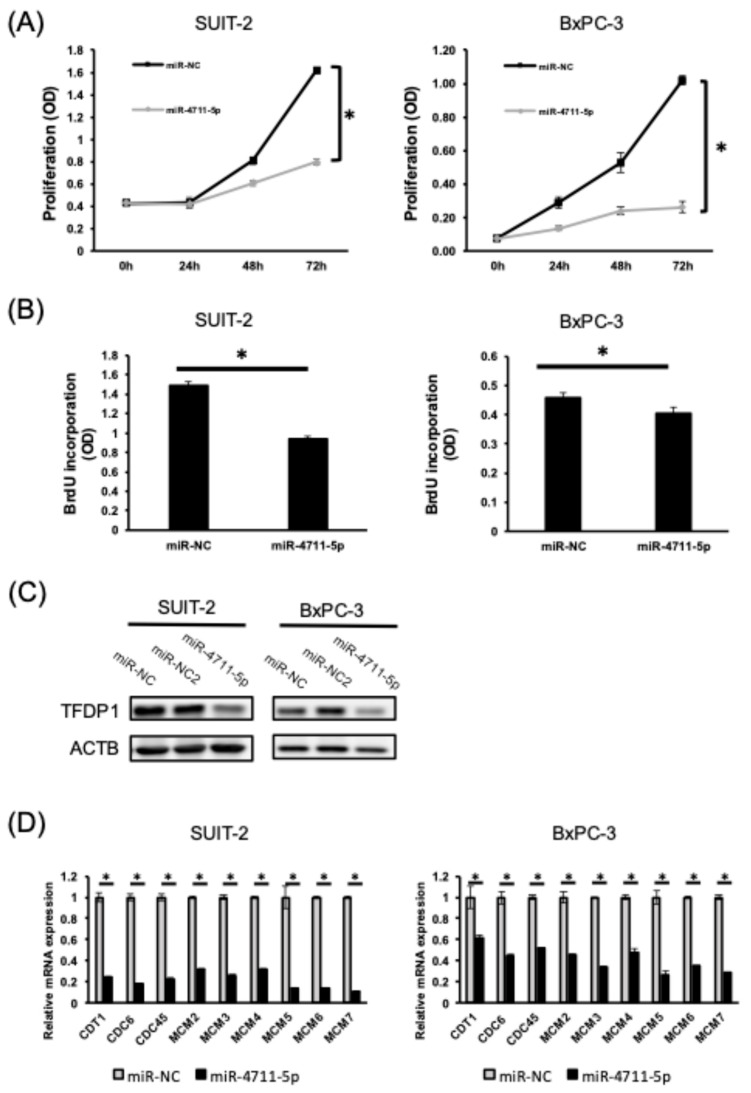
Effects of miR-4711-5p on cell proliferation, cell cycle, and the expression of cell cycle-related molecules in pancreatic cancer cell lines. (**A**) MiR-4711-5p treatment suppressed cell proliferation in SUIT-2 and BxPC-3 cells. (**B**) MiR-4711-5p treatment suppressed BrdU incorporation in SUIT-2 and BxPC-3 cells. (**C**) MiR-4711-5p suppressed the expression of TFDP1 protein in pancreatic cancer cell lines. (**D**) MiR-4711-5p suppressed the expression of pre-replication complex genes. All experiments were performed in triplicate (*n* = 3, technical replicate for qPCR, WST-1 assay and BrdU assay). All data are presented as the mean ± SD. * *p* < 0.01 (Student’s *t* test). Original western blots are presented in Figure S5.

**Figure 3:**
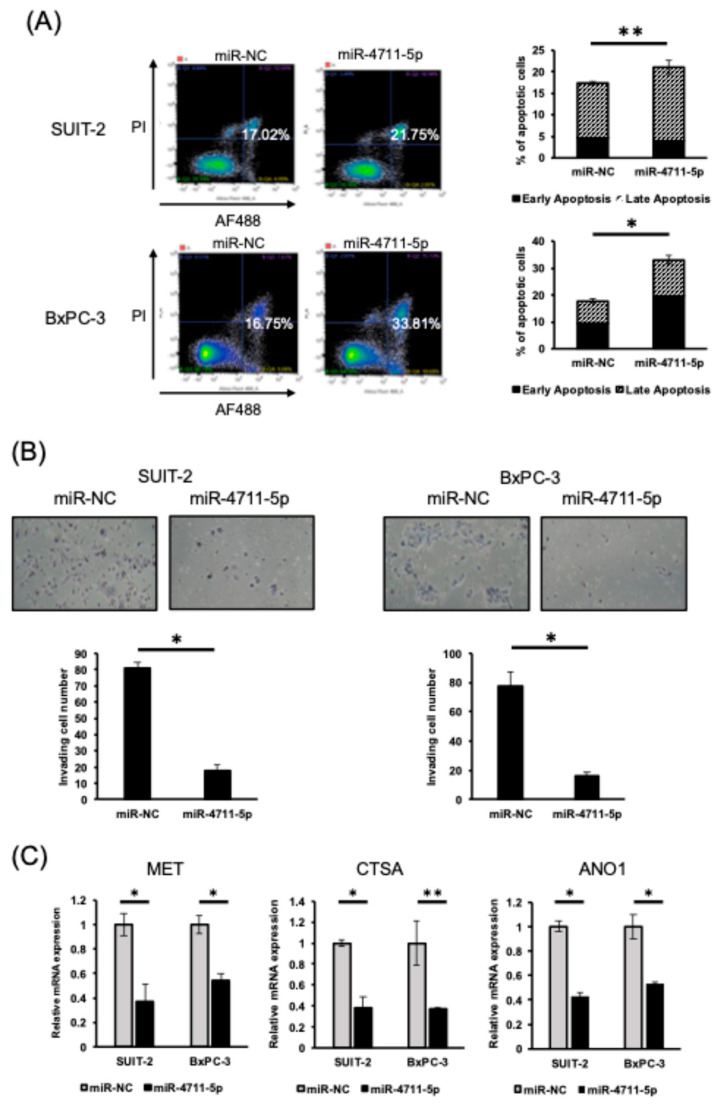
Effects of miR-4711-5p on apoptosis, invasive activity, and potential target gene expression in pancreatic cancer cell lines. (**A**) MiR-4711-5p treatment induced apoptosis in SUIT-2 and BxPC-3 cells. Representative images are shown (left). Percentages indicate the sum of early apoptotic cells (annexin V (AF488)-positive and propidium iodide (PI)-negative) and late apoptotic cells (annexin V-positive and PI-positive). (**B**) MiR-4711-5p treatment suppressed the invasive activity of SUIT-2 and BxPC-3 cells. Cells were seeded at a density of 7.5 × 10^4^ cells/chamber, and the invaded cells were counted 48 h after transfection; 400× magnification. (**C**) MiR-4711-5p suppressed the expression of potential target genes *MET*, *CTSA*, and *ANO1*. All experiments were performed in triplicate (*n* = 3, technical replicate for qPCR, annexin assay and matrigel invasion assay). All data are presented as the mean ± SD. * *p* < 0.01, ** *p* < 0.05 (Student’s *t* test).

**Figure 4:**
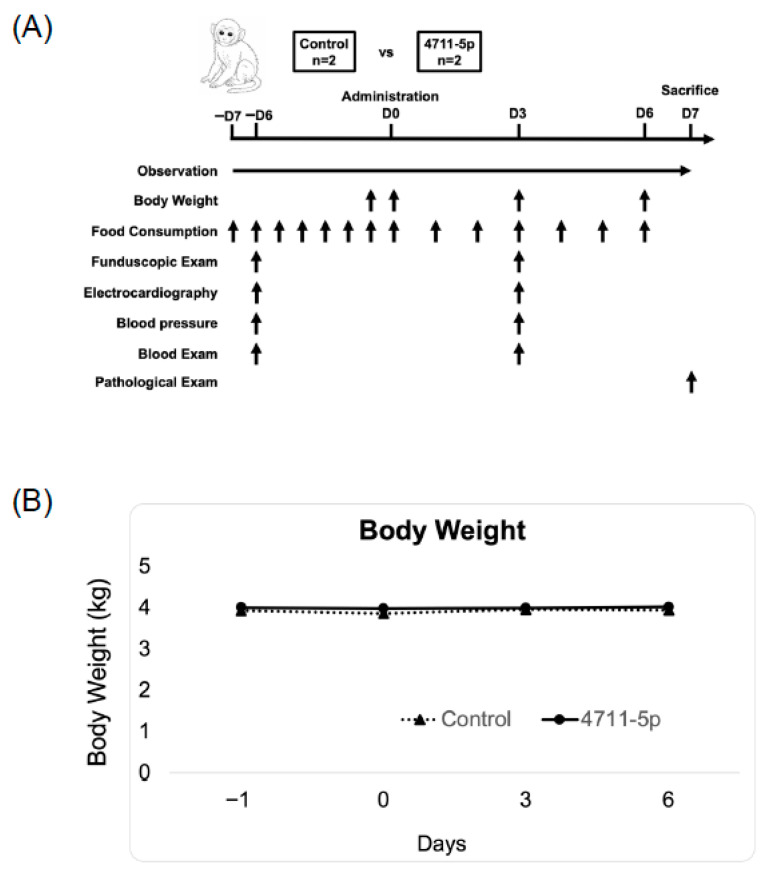
Non-human safety evaluation. (**A**) Schematic overview of the safety study using cynomolgus monkeys. A total of four cynomolgus monkeys were assigned (*n* = 2 each) to the control group or the miR-4711-5p–treated group. General clinical conditions were monitored daily from Day −7 to Day 6 (arrows). Body weight was measured on Days −1, 0, 3, and 6, and daily food consumption was recorded throughout the observation period. Funduscopic examination, electrocardiography, blood pressure measurement, and blood examinations were performed on Days −6 and 3. On Day 7, all animals were sacrificed, and histopathological examinations were conducted. (**B**) Changes in body weight. Body weight was measured on Days −1, 0,3, and 6. Data are shown as mean values for the control group (*n* = 2) and 4711-5p group (*n* = 2).

**Table 1:** Blood examination.

	Pre-Treatment (Day −6)				Post-Treatment (Day 3)					
	Control_1	Control_2	4711_5p_1	4711_5p_2	Control_1	Control_2	4711_5p_1	4711_5p_2	Control Student’s *t*-test *p* Value	4711_5p Student’s *t*-test *p* Value
Hematology										
RBC (10^4^/μL)	557	545	558	604	505	499	546	552	0.039	0.356
HGB (g/dL)	13.1	14.2	14.4	14.1	11.9	12.8	14	12.8	0.049	0.310
HCT (%)	42.5	44.6	44	44.8	39.5	41.6	44	44.8	NE	NE
MCV (fL)	76.3	81.8	78.9	74.2	78.2	83.4	80.6	75	0.054	0.220
MCH (pg)	23.5	26.1	25.8	23.3	23.6	25.7	25.6	23.2	0.656	0.205
MCHC (g/dL)	30.8	31.8	32.7	31.5	30.1	30.8	31.8	30.9	0.111	0.126
PLT (10^3^/μL)	392	426	452	362	324	364	320	350	0.029	0.442
Reticulocyte (%)	0.61	0.6	0.65	0.93	0.95	0.88	0.77	1.24	0.061	0.265
WBC (10^3^/μL)	13.51	11.34	13.17	12.14	10.83	12.16	12.34	15.27	0.689	0.665
NEUT (10^3^/μL)	3.88	3.7	3.31	3.13	3.48	3.88	3.61	5.22	0.769	0.409
LYMP (10^3^/μL)	8.78	6.86	8.98	8.28	6.53	6.84	7.44	8.39	0.494	0.545
MONO (10^3^/μL)	0.62	0.55	0.49	0.5	0.64	1.08	1.03	1.42	0.476	0.162
EOS (10^3^/μL)	0.21	0.2	0.38	0.2	0.12	0.28	0.22	0.17	0.963	0.382
BASO (10^3^/μL)	0.02	0.03	0.01	0.03	0.06	0.08	0.04	0.07	0.070	0.090
Coagulation										
PT (s)	10.4	10.2	10.5	10.7	10.3	9.7	10.3	10.5	0.374	NE
APTT (s)	19.8	17.9	22.6	18.6	21.9	18	23.2	19.4	0.470	0.090
Chemistry										
AST (IU/L)	29	31	27	24	34	47	35	28	0.307	0.205
ALT (IU/L)	23	39	25	33	39	77	41	47	0.246	0.042
ALP (IU/L)	981	1965	1305	1574	1140	1782	1220	1415	0.955	0.187
CK (IU/L)	128	150	191	122	245	198	230	173	0.252	0.084
T_BIL (mg/dL)	0.06	0.11	0.04	0.07	0.08	0.08	0.06	0.1	0.874	0.126
TP (g/dL)	6.7	7.7	6.8	7.5	6.9	7.6	6.9	7.5	0.795	0.500
ALB (g/dL)	3.8	3.9	3.8	4.2	3.7	3.7	3.8	4.1	0.205	0.500
Globulin (g/dL)	2.9	3.8	3	3.3	3.2	3.9	3.1	3.4	0.295	NE
A/G	1.31	1.03	1.27	1.27	1.16	0.95	1.23	1.21	0.188	0.126
TG (mg/dL)	34	44	26	60	54	100	51	100	0.282	0.144
T_CHO (mg/dL)	109	153	109	87	101	150	114	99	0.272	0.249
GLU (mg/dL)	65	87	81	83	76	74	74	90	0.947	1.000
BUN (mg/dL)	22.6	16.1	18.8	22.4	21.5	19.9	19.4	23.8	0.679	0.242
CRNN (mg/dL)	0.73	0.68	0.57	0.68	0.76	0.7	0.64	0.67	0.126	0.590
P (mg/dL)	5.93	6.35	6.58	4.77	4.69	5.02	4.96	3.96	0.022	0.205
Ca (mg/dL)	9.9	10.1	10	9.9	9.5	9.9	9.7	10.1	0.205	0.874
Na (mmol/L)	145	148	145	143	149	148	148	145	0.500	0.126
K (mmol/L)	4.6	4.4	4.8	4	4.4	5.2	4.9	4.7	0.656	0.410
Cl (mmol/L)	110	107	105	109	110	108	107	111	0.500	NE

A/G: Albmin/Globlin ratio; NE: not estimable; the *p* value was not calculated because the paired differences were identical (zero variance); Student’s *t* test was performed (*n* = 2).

**Table 2:** Individual relative organ weight.

Animal No.	Body Weight (kg)	Pancreas (g/kg)	Spleen (g/kg)	Brain (g/kg)	Heart (g/kg)	Lung (g/kg)	Liver (g/kg)	Kidney_R (g/kg)	Kidney_L (g/kg)	Kidney_R + L (g/kg)
Control_1	3.87	1.19	1.5	18.22	2.84	4.63	16.15	1.63	1.6	3.23
Control_2	3.91	1.25	1.28	16.5	3.58	4.65	17.8	1.94	1.97	3.91
4711-5p_1	3.74	1.93	1.12	18.29	3.32	5.27	18.8	2.01	1.98	3.98
4711-5p_2	4.04	1.78	1.01	16.68	3.49	4.98	19.33	1.71	1.91	3.61
MU *p* value	1.00	0.33	0.33	0.67	1.00	0.33	0.33	0.67	0.67	0.67

Mann–Whitney U test (MU) was performed (*n* = 2).

## Data Availability

The raw data were deposited in the NCBI Gene Expression Omnibus database under GEO accession number GSE305461. Data from the non-human primate safety study are available from the corresponding author upon reasonable request and subject to institutional and ethical regulations.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers18071104/s1, Figure S1: Patients with pancreatic cancer (*n* = 177) were divided into high and low KLF5 mRNA expression groups, and overall survival was compared using Kaplan–Meier analysis; Figure S2: *KLF5* mRNA expression in Panc-1, SUIT-2, and BxPC-3 cells; Figure S3: RNA sequencing results. miR-4711-5p treatment (36 h) suppressed the expression of MET, CTSA, and ANO1 in BxPC-3 cells; Figure S4: RNA sequencing results. miR-4711-5p treatment (36 h) modestly suppressed the expression of CCND1 and CDK4 in BxPC-3 cells; Figure S5: The original blot of Figure 1B (SUIT-2) and Figure 2C (BxPC-3). The band intensity of KLF5 and TFDP1 was normalized by ACTB. The relative ratio of each band is indicated; Table S1: Primer sequence for qRT-PCR.

# Supplementary material for: Therapeutic Potential of miR-4711-5p in Pancreatic Cancer: Antitumor Activity and Mechanistic Insights
**Source:** Cancers (Basel). 2026 Mar 29;18(7):1104. doi: 10.3390/cancers18071104
**Supplement:** Supplementary file 1

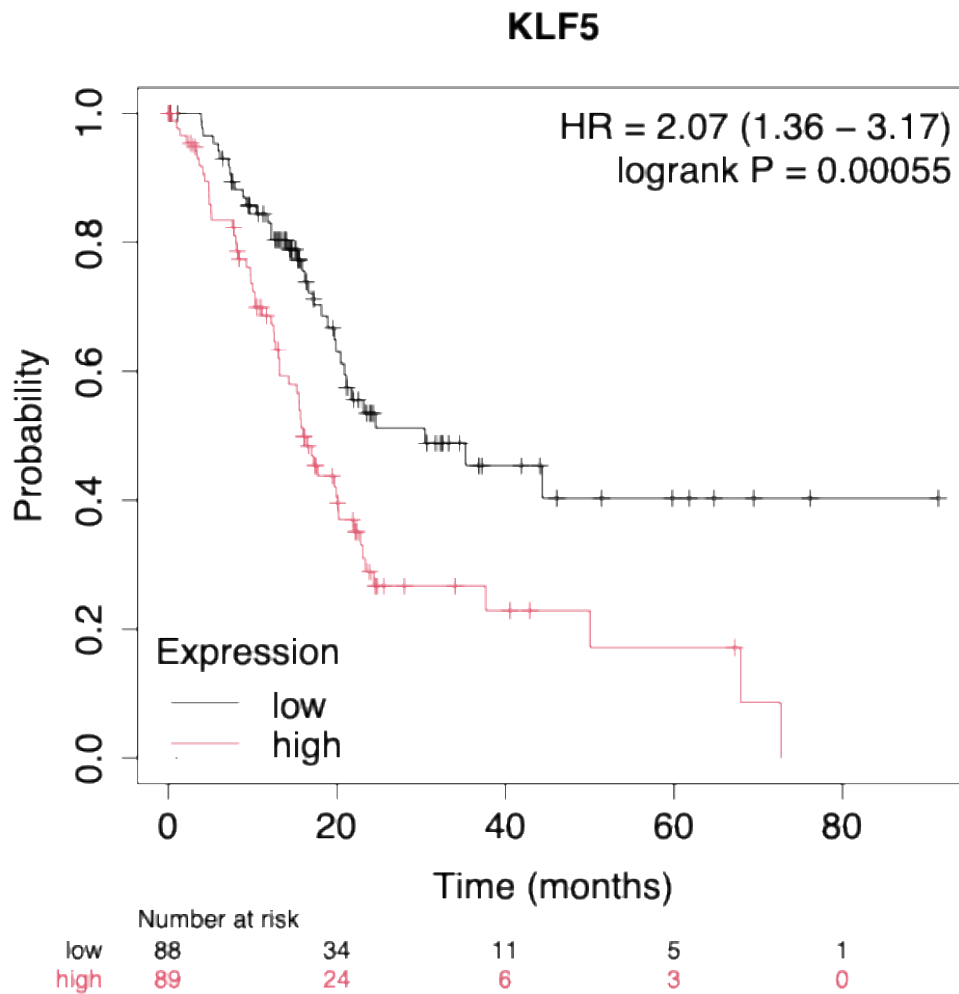

Supplementary Fig. S1

Patients with pancreatic cancer (n = 177) were divided into high and low KLF5 mRNA expression groups, and overall survival was compared using Kaplan–Meier analysis.

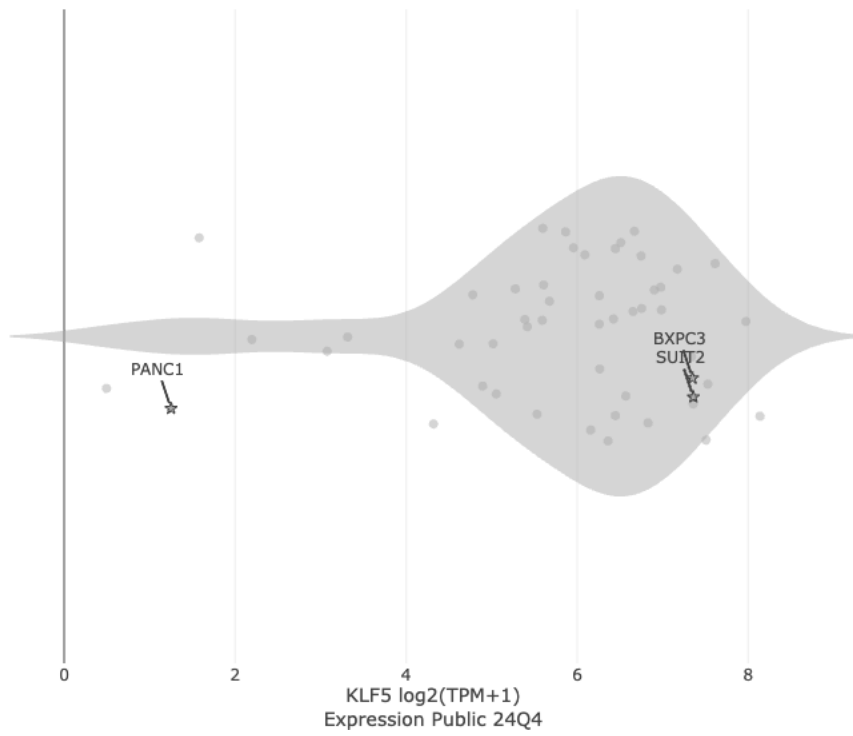

Supplementary Fig. S2  
*KLF5* mRNA expression in Panc-1, SUIT-2, and BxPC-3 cells.

|           | miR-4711-5p vs Parent | miR-4711-5p   |               | NC-1   |        | Parent   |          |
|-----------|-----------------------|---------------|---------------|--------|--------|----------|----------|
| gene name | Fold Change           | miR-4711-5p ① | miR-4711-5p ② | NC-1 ① | NC-1 ② | Parent ① | Parent ② |
| PSMB6     | -4.603                |               |               |        |        |          |          |
| CHST14    | -4.030                |               |               |        |        |          |          |
| CDH1      | -3.903                |               |               |        |        |          |          |
| ⋮         | ⋮                     | ⋮             | ⋮             | ⋮      | ⋮      | ⋮        | ⋮        |
| CTSA      | -2.437                |               |               |        |        |          |          |
| TFDP1     | -2.306                |               |               |        |        |          |          |
| ⋮         | ⋮                     | ⋮             | ⋮             | ⋮      | ⋮      | ⋮        | ⋮        |
| ANO1      | -2.210                |               |               |        |        |          |          |
| ⋮         | ⋮                     | ⋮             | ⋮             | ⋮      | ⋮      | ⋮        | ⋮        |
| MET       | -2.107                |               |               |        |        |          |          |
| ⋮         | ⋮                     | ⋮             | ⋮             | ⋮      | ⋮      | ⋮        | ⋮        |
| KLF5      | -1.896                |               |               |        |        |          |          |
| SLC7A1    | -1.896                |               |               |        |        |          |          |

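Supplementary Fig. S3 lists fold changes of further genes beside those discussed in the text. The FPKM given here are from the deposited values. PSMB6, which encodes a catalytic subunit of the proteasome, went from 177 ± 8.76 FPKM in parent and 160 ± 8.19 in NC to 38.5 ± 2.43 with miR-4711-5p (SD, n = 2 each), a fold change of -4.60 against parent (limma adjusted p = 3.30e-06). CHST14, a sulfotransferase, had 13.3 ± 0.436, 13.1 ± 0.114 and 3.29 ± 0.106 FPKM and a fold change of -4.03 (limma adjusted p = 3.95e-06). CDH1, the gene of E-cadherin, had 115 ± 1.67, 109.5 ± 0.128 and 29.6 ± 1.81 FPKM and a fold change of -3.90 (limma adjusted p = 2.81e-06). SLC7A1, a transporter of cationic amino acids, had 21.0 ± 0.568, 21.3 ± 1.16 and 11.1 ± 0.213 FPKM and a fold change of -1.90 (limma adjusted p = 4.57e-05). Against NC the fold changes were -4.14 for PSMB6, -3.98 for CHST14, -3.70 for CDH1 and -1.92 for SLC7A1.

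Among the 103 genes past the FPKM and ratio limits with a seed site in any annotated 3′ UTR, PSMB6 had the largest decrease against parent, CHST14 was in place 3 and CDH1 in place 4. Place 2 was held by MMP28, a matrix metalloproteinase with a fold change of -4.13 and an 8mer at 34092960 to 34092967 of chromosome 17 (GRCh37). SLC7A1 was in place 81. The canonical 3′ UTR of PSMB6 is 73 nt long and holds an 8mer at 4701756 to 4701763 of chromosome 17, in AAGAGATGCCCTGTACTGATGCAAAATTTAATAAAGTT. CHST14 has an 8mer in its 3′ UTR at 40765259 to 40765266 of chromosome 15 and another in its coding sequence at 40764323 to 40764330. CDH1 has a 7mer-A1, an 8mer and a 7mer-m8 site in its 3′ UTR, at 68867525, 68868482 and 68868808 of chromosome 16, and 3 sites in its coding sequence. SLC7A1 has an 8mer at 30084707 to 30084714 of chromosome 13 and a 7mer-m8 site at 30083788 to 30083794, both in its 3′ UTR. Its coding sequence has a 7mer-A1 site at 30090322 to 30090328. PSMB6 also has a 7mer-m8 site in its coding sequence, at 4700831 to 4700837 of chromosome 17.

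**Figure D5:**
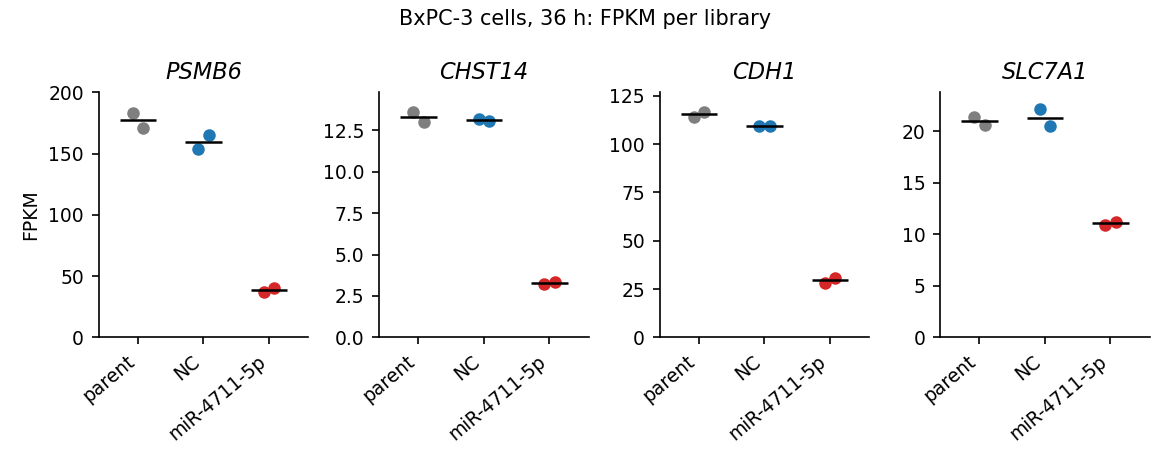
FPKM (y axis, from 0) of PSMB6, CHST14, CDH1 and SLC7A1 in each library of parent, NC and miR-4711-5p-treated BxPC-3 cells (points, n = 2 per group), with group means as horizontal lines. Parent and NC lie close together in each panel, and the miR-4711-5p means are 38.5, 3.29, 29.6 and 11.1 FPKM.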

Supplementary Fig. S3  
 RNA sequencing results. miR-4711-5p treatment (36 h) suppressed the expression of MET, CTSA, and ANO1 in BxPC-3 cells.

|           | miR-4711-5p vs Parent | miR-4711-5p   |               | NC-1   |        | Parent   |          |
|-----------|-----------------------|---------------|---------------|--------|--------|----------|----------|
| gene name | Fold Change           | miR-4711-5p ① | miR-4711-5p ② | NC-1 ① | NC-1 ② | Parent ① | Parent ② |
| CCND1     | -1.346                |               |               |        |        |          |          |
| CDK2      | -1.023                |               |               |        |        |          |          |
| CDK4      | -1.308                |               |               |        |        |          |          |
| CDK6      | 1.511                 |               |               |        |        |          |          |

Supplementary Fig. S4  
 RNA sequencing results. miR-4711-5p treatment (36 h) modestly suppressed the expression of CCND1 and CDK4 in BxPC-3 cells.

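The 4 genes of Supplementary Fig. S4 differ in their seed sites as well as in their fold changes. The 3′ UTR of CCND1 (chromosome 11, 69455924 to 69469242 on GRCh37, plus strand), 3192 nt long in the canonical transcript, holds no 7mer or 8mer site and only a 6mer at 69468445 to 69468450. CDK4 (chromosome 12, 58141510 to 58149796, minus strand) and CDK2 (chromosome 12, 56360565 to 56366573, plus strand) have no 7mer or 8mer site in an annotated 3′ UTR. CDK4 has a 7mer-m8 site in its coding sequence, at 58144864 to 58144870, in 1 of 3 coding transcripts. CDK6 (chromosome 7, 92234235 to 92465887, minus strand), which did not fall, has a 7mer-m8 site at 92235638 to 92235644, position 8810 of a 3′ UTR of 10219 nt, in the context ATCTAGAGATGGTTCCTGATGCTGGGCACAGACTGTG.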

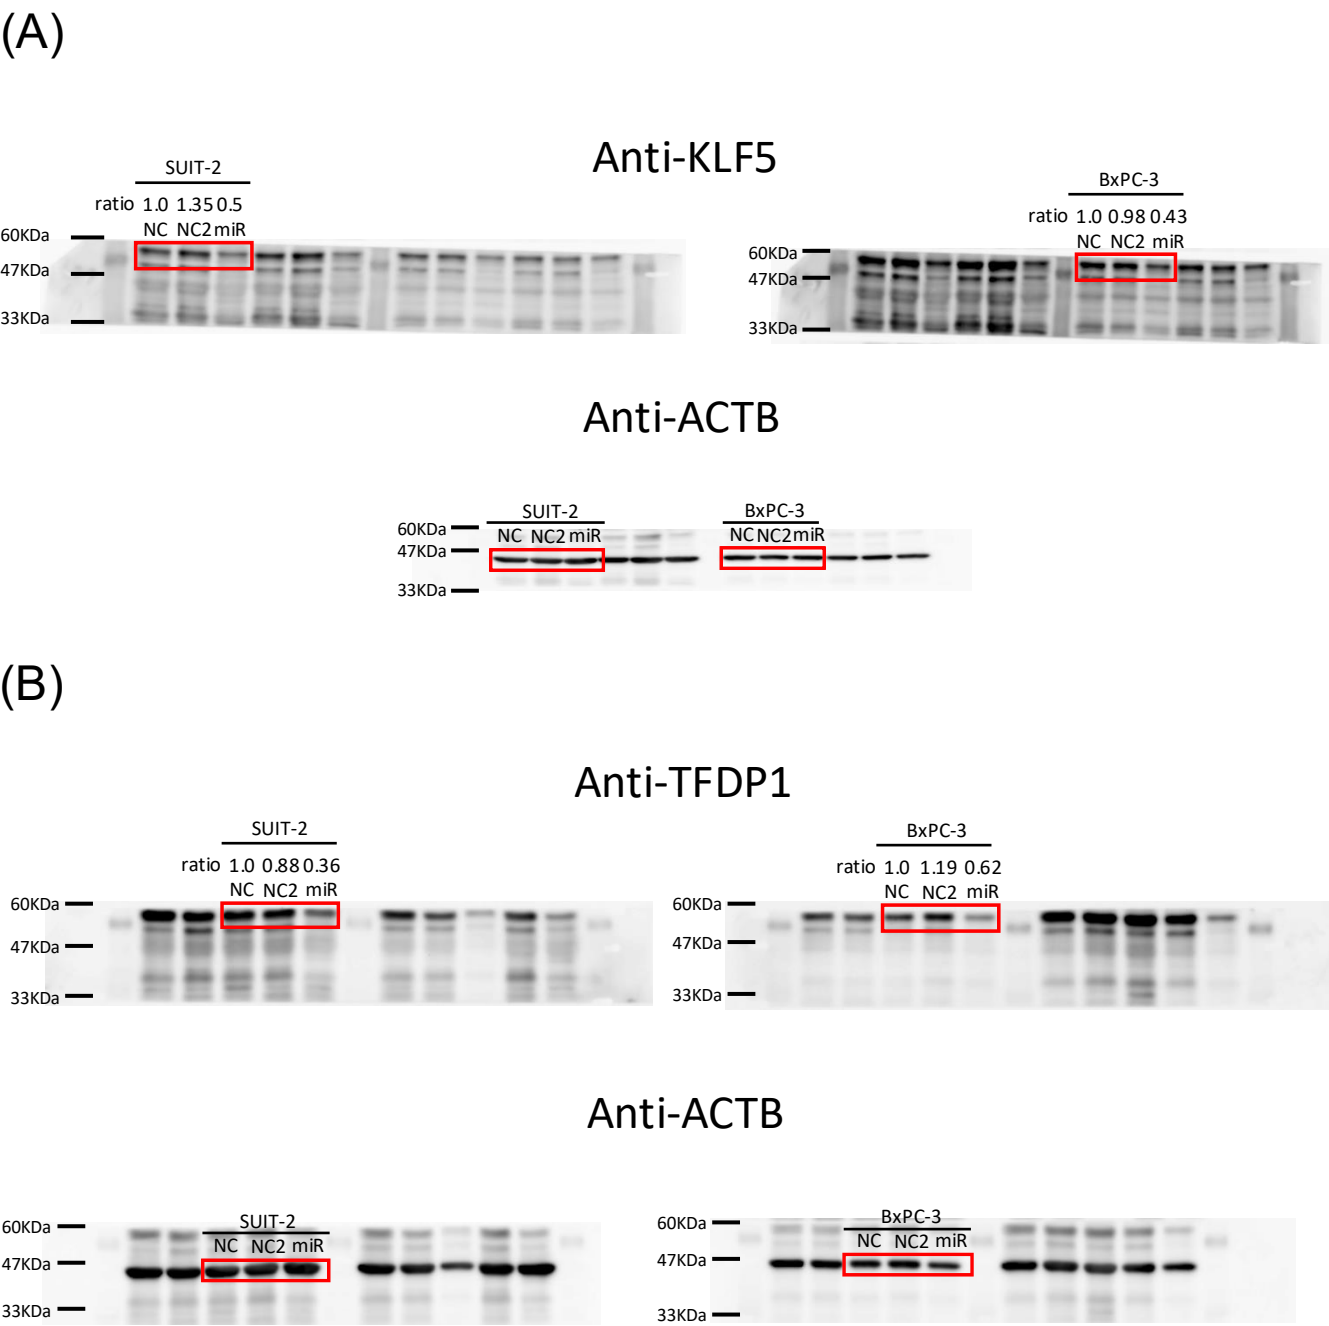

Supplementary Fig. S5

The original blot of Figure.1B (SUIT-2) and Figure. 2C (BxPC-3). The band intensity of KLF5 and TFDP1 was normalized by ACTB. The relative ratio of each band is indicated.

How the deposited data were processed for this re-analysis (not part of the article)

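RNA-seq data from BxPC-3 cells, 36 h after the start of treatment, were analysed in 6 libraries: 2 from parent cells, 2 from cells transfected with NC and 2 from cells transfected with miR-4711-5p. The authors prepared strand-specific mRNA libraries, sequenced them on an Illumina HiSeq instrument in single-end mode, mapped the reads to hg19 with TopHat, Bowtie2 and SAMtools, and calculated FPKM with Cuffnorm. The versions of these tools are in the methods section of the paper. The control libraries are labelled NC-1. The paper lists the sequences of an NC duplex and, without a sequence, a purchased second control, NC2. NC-1 was taken to be the listed NC duplex from its name, and all results on the strands of NC rest on this. Its text does not name the gene annotation, the strand option or the normalization option of Cuffnorm. The deposited files hold FPKM per gene symbol, which the authors had normalized for gene length and library size, with 26255 symbols in each of the 6 files. Fold changes in the paper are from the same libraries, and its text does not give their formula.

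All steps from FPKM onward were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. Genes with a mean of at least 1 FPKM over the 6 libraries (12040 genes) were tested on log2(FPKM + 1) with limma (lmFit, contrasts.fit and eBayes with a trend). All 3 groups entered the same fit, which had 3 residual degrees of freedom and a prior of 4.15 degrees of freedom. The comparisons were miR-4711-5p against parent, miR-4711-5p against NC and NC against parent, each two-sided with Benjamini-Hochberg adjustment at 0.05. The fold change of a named gene is the ratio of mean FPKM without a pseudocount, with a minus sign for a decrease. FPKM are not counts, so no count model was used.

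Gene sets were tested with camera from limma at an inter-gene correlation of 0.01, adjusted over 8 sets. The sets were genes of the pre-replication complex, E2F targets, G2/M genes, interferon-stimulated genes, p53 targets, proteasome subunits without PSMB6, epithelial genes without CDH1, and mesenchymal genes. All camera calls against parent (pre-replication complex, E2F, G2/M and interferon-stimulated genes, and genes with a seed site) held under fry, and none held when the correlation was estimated per set.

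Symbols were matched to protein-coding transcripts of GENCODE v44 lifted to GRCh37, which is the same genome build as hg19. Of the 12040 genes, 10597 matched by the same symbol, 579 through an older symbol, and 864 had no match and stayed out of site counts. CD24 was among the unmatched genes. Sites of positions 2 to 8 of a strand were searched in the longest 3′ UTR of each gene as 8mer, 7mer-m8 or 7mer-A1. Genes with and without a site were compared with camera, adjusted over 2 site sets. For each of the 16382 7-mers present in at least 20 of 11164 3′ UTRs, the limma log2 fold change was regressed on the presence of the 7-mer and on log2 3′ UTR length, and the 7-mers were ranked by their t statistic, so that rank 1 marks the strongest association with a decrease.

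The depth of the libraries is known only relative to each other. For genes under 0.1 FPKM in both a library and parent 1 (854 to 976 genes per library), the most common ratio of their values, on which 30.9% to 38.2% of them lay, was taken as the ratio of what 1 read adds in each library. The 10 highest genes made up between 6.54% and 7.12% of each library's FPKM. Some named genes have related copies or pseudogenes (TFDP1, CDK4, CD24, GAPDH and AKR1C3). Reads can be shared with these, and how many were was not measured here.

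The limma step was tested on simulated data with the real means and spread of the 12040 genes. In 10 runs with 200 changed genes each, miR-4711-5p against parent recovered 94.9% of log2 changes of 0.8 and 67.0% of log2 changes of 0.4. False calls made up 6.99% of all calls, which is above the set rate of 0.05, and up to 3 unchanged genes were called between NC and parent. In the data, limma called 5230 genes for miR-4711-5p against parent, so the simulated shares need not hold there. Camera found a set shifted by -0.3 in 10 of 10 runs and called 1 of 70 unshifted sets. These sets were random genes with independent noise, so the runs do not measure false calls for sets whose genes move together. The 7-mer regression ranked a planted effect of -0.1 first in 5 of 5 runs.

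The gene sets, and the rule for the genes named in the text, were fixed before the data were examined. The rule gave 28 genes, which are those the paper names with an mRNA measurement, the qPCR reference GAPDH, and MDM2 from its introduction, and the 5 largest decreases and 5 largest increases by limma log2 fold change against parent. The latter had to be past the threshold against both parent and NC, with both miR-4711-5p libraries outside the range of the 4 control libraries, and over 10 FPKM in parent (decreases) or with miR-4711-5p (increases). LAPTM5, CORO1A, CD74 and HBB are named as members of the list of blood cell markers. Of the 28 genes, 26 passed the filter, and limma called 23 of them against parent and 16 against NC, the same numbers adjusted over the list alone and over all genes. The study chose part of this list on these libraries, and both counts use the same miR-4711-5p libraries, so neither count is independent evidence. PROM1 and ALDH1A1 were below the filter.

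Alternatives covered the pseudocount (0.1), the filter (none, or at least 5 FPKM), quantile normalization, rescaling by median-of-ratios factors, a block for the replicate number, the groups in the fit, the trend, a minimum fold change of 1.5, the reference group, the ratio and FPKM limits, the type of site, the choice of 3′ UTR, geometric means, and leaving out each replicate. Removal of GC and length trends (loess with a span of 0.3), GC content as a term in the 7-mer regression, NC as the reference of that regression and camera with a variance trend were added after the data had been seen. TargetScan was not rerun. Reads were not analysed here, so mapping and FPKM estimation were taken as the authors made them. qPCR, blots, cell assays and animal data of the paper were not analysed here.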

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

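The tests of transfection as such, of the scale of the FPKM, of the length of the duplexes and of the NC strands were chosen only after the results had been seen.

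Interferon-stimulated genes, which are outside the genes that the paper discusses, rose with miR-4711-5p beyond the level in both control groups. All 33 genes of the list were called higher against parent and against NC. The median log2 fold change was 1.63 against parent (camera adjusted p = 1.24e-26, from 1.31e-29 to 0.132 over the alternatives, of which only an estimated correlation lost the call) and 1.35 against NC. Library by library, the median against the parent mean was 1.68 and 1.57 with miR-4711-5p, 0.26 and 0.31 in NC, and 0.01 and -0.01 in parent. Among the 5 genes with the largest increases by the naming rule, IFI6 went from 65.4 ± 8.60 FPKM in parent and 97.0 ± 3.88 in NC to 697 ± 80.5 (SD, n = 2 each), and MX1 and IFI44L rose 9.93-fold and 8.85-fold against parent. The other genes of that rule, the chemokine genes CXCL1 and CXCL8, rose 11.2-fold and 9.17-fold and are not on the list. None of the 5 has a seed site of miR-4711-5p in a 3′ UTR.

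The tables argue against several technical explanations of this rise. Transfection of double-stranded RNA as such, at equal dose and uptake, would have raised the genes alike in NC, but they were higher with miR-4711-5p than with NC (camera adjusted p = 1.42e-24). Dose and uptake of the duplexes are not known from the data, so a stronger response to the miR-4711-5p transfection is not excluded. A difference in scale was removed by median-of-ratios factors without loss of the call (adjusted p = 1.96e-22). With trends on GC content and length removed, the median was 1.61. Depth gave no account of it, since parent 1 and miR-4711-5p 1, with relative depths of 1 and 1.08, differed by a median of 1.68, and parent 1 and parent 2, with 1 and 0.871, by -0.01. RNA from blood cells would have brought its abundant transcripts, but PTPRC, TYROBP, CD53 and CD37 reached at most 0.123 FPKM in the miR-4711-5p libraries. Of the other markers on that list, LAPTM5 and CORO1A are expressed by the parent cells and fell, and CD74 and HBB stayed at or below 1.09 FPKM with miR-4711-5p. Besides unequal dose or uptake, what stays open is the duplex itself. Its strands are 23 nt long. Those listed for NC are 19 nt, but the libraries are labelled NC-1, the paper also lists a second control (NC2) without its sequence, and that the sequenced control is the listed NC duplex was taken from the name. Even if it is, with 1 duplex of each length, an effect of length or ends cannot be told apart from one of sequence or of the mRNAs that miR-4711-5p lowers. As a hypothesis, an innate response that depends on the duplex may add to the changes with miR-4711-5p.

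The NC libraries carried a seed signature of their own, against the untreated parent cells, which the paper does not discuss. The 7mer-m8 and 7mer-A1 sites of the antisense strand listed for NC, AGTACGT and GTACGTA, held ranks 1 and 4 of 16382 for a decrease in NC against parent (ranks 1 and 2 with GC content in the regression). The 368 genes with either 7-mer in the longest 3′ UTR had a median log2 fold change of -0.0896 in NC against parent, and 31.3% of them were called lower, against -0.01 and 15.3% for the other genes. For miR-4711-5p against parent the same genes had a median of 0.01. Repression through the seed of the antisense strand listed for NC is a candidate explanation for part of the change in NC. It is a hypothesis, since the test was chosen after NC was seen to differ from parent, and it rests on the sequenced control being the listed duplex, which was taken from the name. The sense strand listed for NC stays open: its 7-mers held ranks 69 and 1034, and 8 and 187 with GC content, so only 1 of the pair was in the top 163 (1%).

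E2F targets fell in NC against untreated parent cells, again in a comparison the paper does not discuss. The median log2 fold change was -0.35 and 31 of 38 genes were called lower (camera adjusted p = 5.88e-12). It was -0.33 after quantile normalization and -0.29 after rescaling. Fry and an estimated correlation were not run for E2F targets in NC against parent. With miR-4711-5p the median against parent was about the same, -0.36 (adjusted p = 4.95e-10), and against NC it was -0.06, with 11 genes called lower and 8 higher (adjusted p = 0.399). The 9 genes of the pre-replication complex showed the same pattern, with medians of -0.45 in NC and -0.51 with miR-4711-5p against parent. With GC and length trends removed, E2F targets stayed past the threshold in NC against parent (adjusted p = 2.99e-12) and with miR-4711-5p against parent (adjusted p = 4.15e-10, from 7.74e-15 to 0.399 over the alternatives, where NC as the reference and an estimated correlation lost the call). This argues against such a trend as the whole cause. None of the 38 E2F targets or the 9 pre-replication complex genes has a site of the antisense strand listed for NC in its longest 3′ UTR. Transfection as such may account for the fall in both transfected groups. It remains a hypothesis, since all transfected libraries hold a duplex and the untreated cells are the only other reference.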

How the results depend on the processing

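Except where stated, alternatives were set before the data were examined. The removal of GC and length trends, GC content in the 7-mer regression, NC as the reference of that regression and camera with a variance trend were chosen after seeing the data. Of 509 alternative values, 447 kept their direction and side of the threshold, or, where there was no test, stayed within the spread between replicates (counts within 1.5 times). Of the others, 26 moved, 15 were weaker, 5 stronger and 16 reversed.

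Counts of limma calls stayed within 1.5 times under all alternatives except a minimum fold change of 1.5, which left 1112 genes for miR-4711-5p against parent, 976 against NC and 298 for NC against parent, and the absence of a filter, which left 2165 genes for NC against parent. With the replicate number as a replicate block the counts were 4983, 4564 and 2864. The numbers did not pair the samples: deviations of same-numbered libraries correlated by 0.061, 0.003 and -0.009 across genes. These counts were not computed with a library left out.

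When camera estimated the correlation between genes, the adjusted p rose to 0.132 for the pre-replication complex, E2F, G2/M and interferon-stimulated sets against parent, to 0.211 for interferon-stimulated genes in NC against parent, and to 0.0510 for genes with a seed site. With NC as the reference, it was 0.492 for the pre-replication complex, 0.399 for E2F targets and 0.328 for G2/M genes, and p53 targets (0.328), mesenchymal genes (0.926) and genes with a site of the antisense strand (0.0881) changed direction without a call. Proteasome subunits passed the threshold with NC as the reference (0.0110) and after quantile normalization (0.00249), and changed direction under fry (0.731). Fry also called p53 targets (0.0109) and mesenchymal genes (0.0444). Epithelial genes changed direction after quantile normalization (0.511) and with GC and length trends removed (0.986), in neither case with a call. The same held for genes with a site of the antisense strand after quantile normalization (0.851), under fry (0.143), with 8mer and 7mer-m8 sites (0.967), with 8mer sites alone (0.806) and with GC and length trends removed (0.727). The cause was not tested.

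The number of genes past the FPKM and ratio limits was 492 at a ratio of 1.5, 143 at 2 and 159 against both parent and NC, where fewer genes can pass by construction. Those with a seed site numbered 174 at 1.5, 62 at 2, and 34 with the 8mer alone. Across the 4 values that each left out 1 library, the genes past the limits ranged from 233 to 256 and those with a site from 99 to 105.

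Fold changes of 35 named genes were recomputed under 9 alternatives. With NC as the reference, CDK2 (1.04), CDT1 (1.13), MCM7 (1.08) and GAPDH (1.02) reversed, 6 other genes were weaker and 1 was stronger. After rescaling, CDK2 reversed (1.03). A further 13 values, from alternatives judged without a test, moved by more than the spread. Of these, 6 were with a library left out, and none of those 6 moved by over 1.5 times. Alternatives with a test were judged by direction and threshold, so values counted as kept could also lie outside the spread. MET after rescaling was one of them (-2.00 against -2.11, SD 0.0163). The depth in reads is unknown, so counting error of genes with low FPKM, such as ALDH1A1, could not be set beside the spread between replicates.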

Differences from the paper's values

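The paper's text and supplement give fold changes against parent for 13 genes. None of the ratios of mean FPKM computed here differed from them by more than the spread between replicates, and 7 were the same to 3 decimals. With geometric means in place of arithmetic means, an alternative set before the data were examined, all 13 were the same to 3 decimals, from -4.603 for PSMB6 to 1.511 for CDK6.

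The remaining comparisons set the RNA-seq ratio of miR-4711-5p to NC beside the paper's qPCR in the same cells, which is another assay with its own normalization to GAPDH and whose time point the paper's text does not state. For 11 of 16 genes the values differed by more than 1.5 times. The other 5 stayed within that limit, but could still differ by more than the spread between replicates. KLF5 was such a gene, at 0.537 of NC here and at about 0.76 in the paper, read by eye (SD 0.0491). Without miR-4711-5p replicate 1 its ratio was 0.504, which is past the limit. For the stem cell markers in Fig. 1C, CD24 was at 0.789 of NC here and at about 0.47 in the paper's Fig. 1C, read by eye, and ALDH1A1 was at 0.828 here and at about 0.33 in the paper's Fig. 1C, read by eye, at an average of 0.956 FPKM in NC.

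For the pre-replication complex genes, the paper's values relative to NC, read by eye from Fig. 2D, were about 0.61 for CDT1, about 0.45 for CDC6, about 0.52 for CDC45 and about 0.46 for MCM2. The RNA-seq ratios were 1.13 for CDT1, 0.833 for CDC6, 0.954 for CDC45 and 0.934 for MCM2. For the other MCM genes in Fig. 2D, read by eye, the paper shows about 0.34 for MCM3, about 0.48 for MCM4, about 0.27 for MCM5, about 0.35 for MCM6 and about 0.29 for MCM7. The RNA-seq ratios were 0.957 for MCM3, 0.995 for MCM4, 0.865 for MCM5, 0.947 for MCM6 and 1.08 for MCM7.

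Geometric means, a pseudocount of 1, median-of-ratios rescaling and leaving out either miR-4711-5p library, all set before the data were examined, closed none of these 11 gaps. Parent as the reference was also set before the data were examined. With it, 6 of the 11 came within 1.5 times of the paper's values: CD24 (0.652), CDT1 (0.857), CDC6 (0.654), CDC45 (0.731), MCM2 (0.609) and MCM4 (0.708). ALDH1A1, MCM3, MCM5, MCM6 and MCM7 did not. Gaps beyond the spread between replicates stayed, as for MCM4 (0.708 against about 0.48, SD 0.0198).

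The paper shows all 9 pre-replication complex genes as lower with miR-4711-5p than with NC. In the RNA-seq data 7 of the 9 had a lower mean than in NC, and limma called 2 of them lower, CDC6 (adjusted p = 0.00514) and MCM5 (adjusted p = 0.0254). CDT1 and MCM7 had higher means than in NC, without a call. Against parent, limma called 8 of the 9 lower.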

Other observations

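The tests of the antisense strand read from a later start and of transfection as such, and ranks with NC as the reference or with GC content, were chosen only after the result had been seen.

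The 7-mers of the miR-4711-5p seed, CTGATGC and TGATGCA, ranked 1 and 2 of 16382 for a decrease against parent. Both held the same ranks against NC and with GC content in the regression. This is the outcome that repression through seed sites in 3' UTRs predicts, and another pair of 7-mers could have led the list. The antisense strand gave a mixed result when read from its listed 5′ end. Its 7-mers GACATGA and ACATGAA ranked 839 and 3663 against parent, 111 and 333 with GC content, and 360 and 92 against NC, so that the reference and the covariate decide whether either is in the top 163 (1%). An effect of this strand from its listed end stays open.

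When all 16 starts of the antisense strand were scanned against NC, 2 gave both 7-mers in the top 1%, and these share a 7-mer. From start 4, GAAGACA and AAGACAA ranked 4 and 9 against NC (4 and 13 with GC content), and 1 and 3 with presence of a seed site of the sense strand as a covariate. Against parent they ranked 5 and 296 (5 and 20 with GC content, 2 and 475 with that covariate), so the second of the pair is outside the top 1% there without GC content. In NC against parent they ranked 12822 and 14361, so mRNAs with them did not fall in NC. Of 16378 possible pairs, 31 (0.189%) had both in the top 1%. An antisense strand of miR-4711-5p acting from a later 5' start is one candidate explanation of the fall of mRNAs that hold GAAGACA or AAGACAA, where rank 9 is the lower-placed of the pair against NC. It is a hypothesis found and tested on the same data. Pairing of internal positions of the full strand would give the same ranks and was not tested.

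Interferon-stimulated genes were also higher in NC than in parent, by a median log2 fold change of 0.28, with 24 of 33 genes called higher and none lower (camera adjusted p = 5.96e-10, from 4.04e-11 to 0.211 over the alternatives, of which an estimated correlation lost the call). This is consistent with an interferon response to transfected RNA in NC that is smaller than the one with miR-4711-5p.

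The RNA-seq data were set against the pre-replication complex genes that the paper measured by qPCR. Limma called 8 of the 9 lower with miR-4711-5p than in parent and all 9 lower in NC than in parent. MCM2 had 86.1 ± 1.53 FPKM in parent, 56.2 ± 1.52 in NC and 52.5 ± 0.250 with miR-4711-5p (SD, n = 2 each), and MCM7 had 187 ± 2.85, 136 ± 0.726 and 147 ± 3.80 FPKM. Since E2F targets fell in NC as well (camera adjusted p = 5.88e-12), transfection as such may be behind the fall of both sets with miR-4711-5p against parent. TFDP1 itself was not called lower in NC than in parent (fold change -1.13, limma adjusted p = 0.121) and was called lower with miR-4711-5p than in NC (limma adjusted p = 8.14e-05).

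The fall of E-cadherin mRNA could be part of an epithelial to mesenchymal transition. The other epithelial genes did not fall as a set (median -0.08, camera adjusted p = 0.707): 7 of 24 were called lower and 7 higher. Mesenchymal genes were not called against parent (median 0.15, adjusted p = 0.0795), and NC had raised them by a median of 0.17 against parent. With members that go both ways, the set tests do not decide the matter.

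Proteasome subunits could rise after the fall of PSMB6. Against parent the other 30 subunits had a median of 0.01 (camera adjusted p = 0.707), with 5 called higher and 6 lower. Against NC the median was 0.13 and 14 were called higher and 1 lower (adjusted p = 0.0110), and the median in NC against parent was -0.11. The result depends on the reference and on the scaling, and stays open.

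Genes with a site in the coding sequence and in no annotated 3′ UTR (2094 genes) could be repressed through the coding sequence. Their median log2 fold change was -0.04 against parent (limma's camera, adjusted p = 0.234 with 1 set per comparison) and -0.03 against NC, where other genes without a 3′ UTR site had 0.04 (limma's camera, adjusted p = 0.00445). The 2 references give different answers, so this stays open. Genes with a 3′ UTR seed site were higher in NC than in parent by a median of 0.04 (camera adjusted p = 0.00703), which works against their fall when parent is the reference.

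Several named genes outside the claims had values worth recording. Among the 5 largest decreases by the naming rule, LY6D, KRT4 and AKR1C3 have no seed site in a 3′ UTR and had fold changes of -4.05, -4.09 and -4.01 against parent. KRT4 has an 8mer in its coding sequence. PROM1, the gene of CD133, was listed at 0 in 4 of the 6 libraries and reached 0.0192 FPKM at most, so no fold change is given. CD44 had fold changes of -1.27 against parent and -1.21 against NC, both called by limma (adjusted p = 0.00237 and 0.00671). MDM2 was not called against parent (fold change -1.17, limma adjusted p = 0.0974) and was lower than in NC (-1.57, limma adjusted p = 0.00205). NC itself was 1.34-fold higher than parent for MDM2 (limma adjusted p = 0.0202). GAPDH, the qPCR reference gene, was lower than in parent in both transfected groups, at -1.17 with miR-4711-5p and -1.19 in NC.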
